# Age-dependent Pdgfrβ signaling drives adipocyte progenitor dysfunction to alter the beige adipogenic niche in male mice

**DOI:** 10.1038/s41467-023-37386-z

**Published:** 2023-03-31

**Authors:** Abigail M. Benvie, Derek Lee, Benjamin M. Steiner, Siwen Xue, Yuwei Jiang, Daniel C. Berry

**Keywords:** Ageing, Cell signalling

## Abstract

Perivascular adipocyte progenitor cells (APCs) can generate cold temperature-induced thermogenic beige adipocytes within white adipose tissue (WAT), an effect that could counteract excess fat mass and metabolic pathologies. Yet, the ability to generate beige adipocytes declines with age, creating a key challenge for their therapeutic potential. Here we show that ageing beige APCs overexpress platelet derived growth factor receptor beta (*Pdgfrβ*) to prevent beige adipogenesis. We show that genetically deleting *Pdgfrβ*, in adult male mice, restores beige adipocyte generation whereas activating *Pdgfrβ* in juvenile mice blocks beige fat formation. Mechanistically, we find that Stat1 phosphorylation mediates Pdgfrβ beige APC signaling to suppress *IL-33* induction, which dampens immunological genes such as *IL-13* and *IL-5*. Moreover, pharmacologically targeting Pdgfrβ signaling restores beige adipocyte development by rejuvenating the immunological niche. Thus, targeting Pdgfrβ signaling could be a strategy to restore WAT immune cell function to stimulate beige fat in adult mammals.

## Abstract (web summary)

Thermogenic beige fat can reduce fat mass and improve metabolic health, yet the ability to form beige fat rapidly declines with age. Here, the authors show that targeting the age-related ramping of Pdgfrβ signalling restores the ageing adipose tissue niche to ignite beige fat development.

## Introduction

Mammalian ageing is accompanied by an increased occurrence in obesity and metabolic dysfunction, shortening longevity and hindering the quality of life^1^. Central to the obesity epidemic is the uncontrolled expansion and accumulation of white adipose tissue (WAT), which can foster type 2 diabetes, cardiometabolic diseases, and chronic inflammation^2–6^. Hence, finding inherent mechanisms to burn excess energy to avert age-associated WAT growth could be exploited to attenuate these pathologies and to rejuvenate systemic metabolism in ageing individuals. For example, in response to cold temperature exposure, WAT resident perivascular smooth muscle-like adipocyte progenitor cells (APCs) undergo beige adipocyte development^7,8^. Once generated, beige adipocytes futilely burn circulating glucose and free fatty acids to generate heat, an effect that could counteract WAT expansion and improve metabolism^9–11^. Consistent with this notion, augmenting the number of beige adipocytes or their activity promotes a healthy metabolic profile (i.e., reducing adiposity and lowering blood sugar and fats) in lean mammals^12^. Conversely, lowering the amount or activity of thermogenic fat can predispose rodents, and potentially humans, to metabolic dysregulation in response to a positive energy balance^13^.

In addition to beige adipocyte recruitment, cold temperatures also facilitate WAT remodeling, which can induce changes in adipocyte size, vascularization, and cellular composition^14^. In particular, cold exposure can invoke alterations in WAT immune cell composition, which have been suggested to coordinate beige fat development^15–18^. For instance, changes in the abundance of alternatively activated macrophages and group 2 innate lymphoid cells (ILC2s) have been shown to potentially regulate catecholamine levels and APC proliferation and differentiation, respectively, driving beige fat formation and activity^15–18^. Yet, overriding the prospective health benefits of thermogenic tissue is the inability to generate cold-induced beige adipocytes with age^19–21^. The beiging process, markedly, begins to fail in humans as early as their mid-30’s, creating a significant clinical challenge for the therapeutic promise of beige adipose, especially within the ageing obese population^20^. Moreover, the mechanisms driving age-dependent beige adipogenic failure is not entirely understood^22^.

The functional decline in tissue maintenance and function is often due to stem cell or progenitor ageing or senescence^23^. Generally, cellular senescence is characterized by a state of cellular arrest and the acquisition of a secreted pro-inflammatory program that targets neighboring cell types, thereby disrupting tissue homeostasis^24,25^. Thus, the age-related decline in stem cell behavior and regenerative potential due to cellular senescence dampens the overall ability for cell and tissue replacement in older organisms. Comparably, the loss of beige adipogenic potential appears to be partly due to the acquisition of a cellular senescence-like-phenotype of beige APCs, rendering them unresponsive to cold temperatures and non-adipogenic^19^. In several senescence-acquiring tissues, the functional decline in stem cell activity leads to changes in the tissue microenvironment or niche. Alterations to the cellular composition and/or changes in niche signaling can influence organ homeostasis, ultimately, leading to decline in its function^26,27^. Yet, our understanding of the physiological and molecular consequences of ageing beige APCs on the WAT microenvironment have yet to be realized^28^.

In this work, we probed the notion that ageing beige APCs modify the WAT niche to disrupt cold-induced beige fat formation in ageing mammals. Towards this end, we find an age-dependent upregulation in platelet-derived growth factor receptor beta (*Pdgfrβ)* expression and signaling within beige APCs. The data suggest that Pdgfrβ signaling is a negative rheostat for beige fat development in adult mammals. This elevation in Pdgfrβ signaling via Stat1 appears independent of cellular senescence. Alternatively, Pdgfrβ-Stat1 signaling downregulates *IL-33* expression, impairing type 2 cytokine signaling. Genetically or pharmacologically manipulating the Pdgfrβ-Stat1 signaling restores beige adipogenic potential and cold-induced immune cell activation in aged mice.

## Results

### *Pdgfrβ* expression is elevated within aged beige APCs

Mammalian ageing has been shown to impair cold temperature-induced beige fat development^19,21,22,27,29–31^. Indeed, we observed a marked reduction in the development of cold temperature (6.5 °C) induced Ucp1+ beige adipocytes within dorsolumbar inguinal WAT^32^ (iWAT) sections from 6-, 12-, and 24-month-old mice compared to 2-month-old mice (Fig. 1a, b and Supplementary Fig. 1a, b). 

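The stromal vascular fraction (SVF) is what remains of a fat depot once the lipid-filled adipocytes are removed. It holds adipocyte progenitors, mural and endothelial cells, nerve sheath cells and immune cells, so its RNA reports both the state of these cells and their shares. Polyadenylated RNA of inguinal SVF was sequenced from 4 male mice of 2 months and 4 male mice of 12 months, of mixed C57BL6/J-129SV background and kept at room temperature. Each library is labelled as a separate biological replicate. The authors trimmed the reads, mapped them to the mouse genome GRCm38 with STAR and deposited, for each library, gene counts divided by a DESeq2 size factor and rounded to whole numbers. These normalized counts are the values reported for both ages. They summed to between 20.3 and 21.3 M per library at 2 months (median 20.8) and to between 19.9 and 20.6 M at 12 months (median 20.2). Because the division makes these totals alike, the counts behind them were estimated from the pattern that division and rounding leave in the low values of each column, at 21.4 to 24.8 M at 2 months (median 24.6) and 21.0 to 29.0 M at 12 months (median 23.3). The paper states 20 M reads per library. The test, limma on log2(value + 1), covered 16399 genes with a value of at least 10 in at least 4 of the 8 libraries, and was two-sided with Benjamini-Hochberg adjustment. Adding 1 shrinks the fold change of genes with low values. Groups of genes were listed before the deposited values were examined, but after shortened supplementary tables of the paper on these libraries had been seen. As a check of the labels, 4 Y-linked genes were expressed in every library, and 0 of them differed between ages in limma (1 at an unadjusted p under 0.05, and 1 past the threshold without 12-month replicate 3). In data simulated from these libraries, the test recovered 56 of 67 genes changed 1.5-fold, 65 of 67 changed 2-fold and 66 of 66 changed 4-fold, with 10 false calls among 197.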

To gain molecular insight into how ageing might impact beige adipogenic potential, we performed RNA sequencing (RNA-seq) on the stromal vascular fraction (SVF) from iWAT depots from 2-, and 12-month-old mice maintained at room temperature (RT). Notably, we observed transcriptional changes of over 3400 genes between 2- and 12-month-old SVF (Fig. 1c, Supplementary Fig. 1c, and Supplementary Data 1 and 2). 

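With age, most of the listed genes of macrophages, mast cells and eosinophils, plasma cells and lysosomes rose in the SVF. Most genes of Schwann cells and the mitochondrial genome fell, as did Col1a1 and Col1a2, which encode type I collagen. Of 16399 genes tested, 1853 were higher and 1874 were lower at 12 months at an adjusted p under 0.05 from limma, together 3727. Without 2-month replicate 3 the number was 2454, and without 2-month replicate 4 it was 2356. The libraries of the 2 ages did not overlap in 4072 genes (24.8%), where chance gives 2.86%.
Of 26 macrophage genes, 19 were higher and 7 did not pass (22 higher and 1 lower when adjusted over the list alone). Lyz2, the lysozyme of macrophages, had normalized counts of 6461 ± 798 (SD, n = 4) at 2 months and 15096 ± 2398 (SD, n = 4) at 12 months, a log2 fold change of 1.22 (standard error 0.134, adjusted p = 0.000118 from limma). Gpnmb, a gene of lipid-laden macrophages, rose from 1374 to 4154, the scavenger receptor gene Cd163 from 831 to 2779 and the chemokine gene Pf4 from 402 to 1093. Of 36 lysosomal genes, 24 were higher, 1 was lower and 11 did not pass (27 higher and 1 lower when adjusted over the list alone), and the protease gene Ctss changed by 1.13 and the hexosaminidase gene Hexa by 0.78 on the log2 scale. Mast cell and eosinophil genes were higher in 8 of 11 and 3 did not pass (9 higher when adjusted over the list alone). Mcpt4, a mast cell protease gene, had 688 ± 135 (SD, n = 4) at 2 months and 2352 ± 665 (SD, n = 4) at 12 months, a log2 fold change of 1.75 (standard error 0.189, adjusted p = 0.0001 from limma), and the tryptase gene Tpsb2 rose from 536 to 1588. Of 13 plasma cell genes, 7 were higher, 2 were lower and 4 did not pass (8 higher and 3 lower when adjusted over the list alone), and 4 were higher without 12-month replicate 3 or without 12-month replicate 4. The immunoglobulin A constant gene Igha rose from 355 to 22044 and Jchain, which links immunoglobulin A chains, from 171 to 5127. Ighg2c, an immunoglobulin G constant gene, rose by 4.63 on the log2 scale, and like Igha it sits in a cluster of similar genes between which reads can be shared. Mature adipocyte genes were higher in 11 of 22, lower in 2 and 9 did not pass (the same numbers when adjusted over the list alone), with Adipoq changed by 1.48 and Retn by 1.59. The lower genes fell to 0 for adipocyte genes without 2-month replicate 2, 3 or 4 and 1 without 2-month replicate 1 or 12-month replicate 1 or 4, and for plasma cell genes to 0 without 2-month replicate 2 or 4 or 12-month replicate 1 and 1 without 2-month replicate 1 or 3 or 12-month replicate 2 or 4. Of 28 genes of fibroblastic progenitors, 16 were higher, 4 were lower and 8 did not pass (17 and 4 when adjusted over the list alone). Apod, a secreted lipid carrier of these cells, rose from 1981 to 4977, while the growth factor gene Clec11a fell from 1618 to 484 and the Wnt inhibitor gene Sfrp2 from 5908 to 3094.
Of 30 genes of collagen and fibrillar matrix, 11 were lower, 4 were higher and 15 did not pass (13 lower and 5 higher when adjusted over the list alone). Col1a1 had normalized counts of 270818 ± 26860.4 (SD, n = 4) at 2 months and 77044 ± 5048 (SD, n = 4) at 12 months, a log2 fold change of -1.81 (standard error 0.109, adjusted p = 1.02e-06 from limma). Col1a2 fell from 245887 to 101080, and Tnc, which encodes tenascin C, from 1320 to 431. Schwann cell genes were lower in 10 of 11 and 1 did not pass (the same numbers when adjusted over the list alone). The myelin genes Prx and Mbp fell from 1752 to 672 and from 3991 to 2315. All 10 tested genes of the mitochondrial genome were lower (10 when adjusted over the list alone), mt-Cytb with 74889 ± 17695 (SD, n = 4) at 2 months and 29098 ± 4822 (SD, n = 4) at 12 months, a log2 fold change of -1.35 (standard error 0.163, adjusted p = 0.00021 from limma).
Among single genes with a mean of at least 100, Trim12a (9.11 on the log2 scale), Trim5 (7.15) and Gvin1 (6.73) increased most. Trim12a and Trim5 are neighbours in a cluster of similar genes on chromosome 7. Gvin1 lies outside that cluster but in the same stretch of changed genes. Trim12a went from 2.5 to 1515. Further large increases were those of Trim30d (5.30, in the cluster of Trim12a), of Ifi213 (4.84) and Mndal (4.60), 2 neighbours on chromosome 1, and of Unc5a (4.08). Ifi202b, in the same stretch as Mndal, had the largest decrease, -8.03. Other large decreases were those of Baiap2l1 (-3.99), Col6a4 (-3.50), Serpina3h (-3.36, in a cluster of serpin genes), Cpz (-2.38), Ryr2 (-2.21), Pdgfrl, Lipg (-1.96) and Cldn19 (-1.90). Each of these passed at an adjusted p under 0.05 from limma with no overlap between the ages. In the 12-month Pdgfrβ-KO libraries described below, Trim12a had 5 to 81 and Trim5 3 to 25 normalized counts. Age alone therefore does not account for the levels of these Trim genes. For the genes in clusters, different strain origin of these mice of mixed background was not told apart from age.
Camera, which compares a list with all other genes, called 23 of 39 lists with a preset correlation between genes of 0.01, 14 higher and 9 lower. With the correlation estimated from the libraries it called 0 lists (lowest adjusted p 0.419, 3 lists at an unadjusted p under 0.05), and fry, which asks whether the genes of a list move on balance one way, called 16. With the preset correlation, other splits of these 8 libraries gave a median of 12.5 called lists and at most 21.

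**Figure D1:**
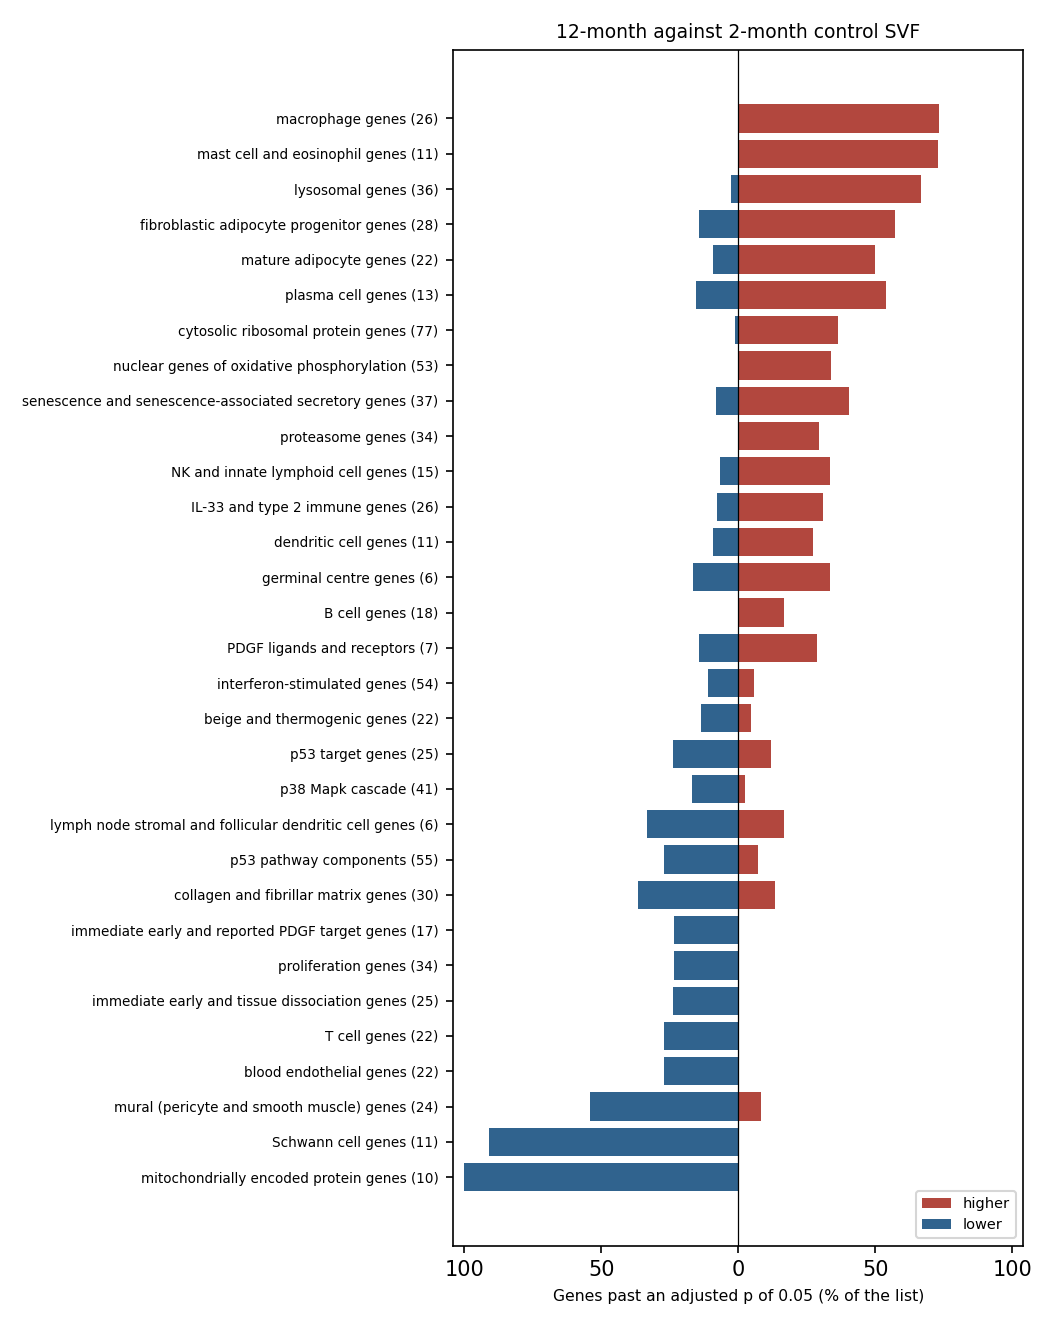
Share of each list's tested genes that were higher (to the right) or lower (to the left) at 12 months than at 2 months, in percent, at an adjusted p under 0.05 from limma. Numbers in brackets are genes tested, and lists with at least 3 such genes are drawn. Macrophage genes were higher in 19 of 26 and Schwann cell genes lower in 10 of 11.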

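Cells that stop dividing with age often express the cell cycle inhibitor gene Cdkn2a (p16) and secrete cytokines and proteases, and the stress kinase p38 and the transcription factor p53 act upstream of this state. At 12 months, 15 of 37 genes of senescence and its secreted factors were higher in the SVF. More listed components of the p38 and p53 pathways were lower than higher, counted whether they promote or restrain the pathway. Of these 37 genes, 15 were higher, 3 were lower and 19 did not pass limma (17 higher and 6 lower when adjusted over the list alone), and 1 was lower without 2-month replicate 4 or without 12-month replicate 4. Mmp12, a macrophage metalloproteinase gene, had 61.5 ± 16.9 (SD, n = 4) at 2 months and 950.2 ± 523 (SD, n = 4) at 12 months, a log2 fold change of 3.77 (standard error 0.393, adjusted p = 0.000168 from limma). Mmp3 rose from 1273 to 3516, and the chemokine genes Ccl7 and Ccl8 rose from 347 to 1272 and from 296 to 822. Macrophage genes were higher in 19 of 26 in the same libraries, and the cells that express the secreted factors were not set apart. Camera placed this list higher than other genes at an adjusted p of 0.00585, which was 0.473 with an estimated correlation. Cdkn2a itself had 10.2 ± 6.13 (SD, n = 4) at 2 months and 21.5 ± 5 (SD, n = 4) at 12 months, an increase of 1.11 on the log2 scale at an adjusted p of 0.0523 from limma. Its adjusted p was between 0.0171 and 0.133 over 18 alternatives, and under 0.05 in 5 of them. These were 0.0171 without 2-month replicate 2, 0.0469 without 12-month replicate 2 and 0.0497 after rescaling by TMM factors. With weights per library it was 0.0302, and with libraries thinned to the depth of the shallowest 0.0403.
Of 41 genes of the p38 Mapk cascade, 7 were lower, 1 (Mapkapk3) was higher and 33 did not pass limma (6 lower and 1 higher when adjusted over the list alone). Dusp10, a phosphatase gene of this cascade, had 4152 ± 974 (SD, n = 4) at 2 months and 1878 ± 442 (SD, n = 4) at 12 months, a log2 fold change of -1.14 (standard error 0.193, adjusted p = 0.00172 from limma). The kinase gene Mknk2 fell from 10741 to 7144, Taok2 from 4733 to 3505 and Daxx from 1948 to 1431. Mapk14, which encodes p38α, changed by -0.08 on the log2 scale (adjusted p = 0.484 from limma). Camera placed the list lower than other genes at an adjusted p of 0.0375, which was 0.474 with an estimated correlation, 0.0682 with quantile normalization, 0.0786 without 12-month replicate 1 and 0.0578 without 12-month replicate 3, in a range of 0.0163 to 0.474 over 20 alternatives of camera. The adjusted p of fry was 0.00334. Because a listed gene may promote or restrain its pathway, these values give no direction of p38 activity, nor those below of p53 activity. The paper reports more p38 phosphorylation at 12 than at 2 months in progenitors marked by smooth muscle actin, which RNA does not measure.
Of 55 components of the p53 pathway, 15 were lower, 4 were higher and 36 did not pass limma (23 lower and 6 higher when adjusted over the list alone). The cyclin-dependent kinase gene Cdk2 had 1568 ± 80.5 (SD, n = 4) at 2 months and 1016 ± 23.9 (SD, n = 4) at 12 months, a log2 fold change of -0.62 (standard error 0.0755, adjusted p = 0.00021 from limma). Sesn2, Ccng2 and the cyclin gene Ccne1 fell by 0.73, 0.50 and 0.75 on the log2 scale, and the death receptor gene Fas rose by 0.80. Camera gave this list an adjusted p of 0.0249 in the lower direction, and 0.447 with an estimated correlation. Among 25 target genes of p53, 6 were lower, 3 were higher and 16 did not pass (the same numbers when adjusted over the list alone), with Tnfrsf10b at -0.43 and Dcxr at 0.68. Their adjusted p was 0.610 from camera and 0.0310 from fry. Trp53, the gene of p53, had 2319 ± 202 (SD, n = 4) at 2 months and 1904 ± 172 (SD, n = 4) at 12 months. It changed by -0.28 on the log2 scale at an adjusted p of 0.0506 from limma, which was between 0.0392 and 0.129 over 19 alternatives. Trp53 passed in 3 of them, at 0.0392 without 2-month replicate 3, 0.0475 with a mean of at least 50 and 0.0419 with thinned libraries.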

Consistent with our previous study^19^, we observed age-dependent changes in *p38/Mapk* and *p53* signaling pathways, suggesting cellular ageing of WAT as a potential regulator of beige adipogenic failure (Supplementary Fig. 1c–e and Supplementary Data 1 and 2). In addition, we found an age-associated upregulation *Pdgfrβ*, a membrane-bound receptor tyrosine kinase^33,34^, which marks APC-mural cells (Supplementary Fig. 1d, e)^7,8,35,36^. 

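Pdgfrβ is a receptor for platelet-derived growth factors on mural cells and a part of the progenitors. Its mRNA was higher in 3 of the 4 aged libraries than in any young one, while 13 of 24 genes of mural cells were lower. Pdgfrb (ENSMUSG00000024620) lies on chromosome 18 of GRCm38 from 61045150 to 61085061. Its normalized counts were 2415 ± 84.4 (SD, n = 4) at 2 months and 3259 ± 829 (SD, n = 4) at 12 months, a log2 fold change of 0.40 (standard error 0.146, 95% confidence interval 0.08 to 0.72, adjusted p = 0.0680 from limma). The exact permutation test over 70 regroupings of the 8 libraries gave p = 0.0857, where the smallest possible p is 0.0286. The 4th aged library had 2399, and without this library, 12-month replicate 4, the log2 fold change was 0.54 at an adjusted p of 0.0141. Over 19 alternatives the adjusted p was between 0.0141 and 0.137, with an increase in each.
Among 7 PDGF ligands and receptors, 2 were higher, 1 was lower and 4 did not pass limma (3 higher and 3 lower when adjusted over the list alone). Pdgfra, the sister receptor carried by fibroblastic progenitors, had 2985 ± 446 (SD, n = 4) at 2 months and 4368 ± 478 (SD, n = 4) at 12 months, a log2 fold change of 0.56 (standard error 0.122, adjusted p = 0.00747 from limma). The ligand gene Pdgfc rose by 0.62 on the log2 scale at an adjusted p of 0.0282 from limma, which was above 0.05 without 2-month replicate 1 (0.0653), 2 (0.0626) or 4 (0.0691) and without 12-month replicate 3 (0.0518) or 4 (0.0798), in a range of 0.0106 to 0.0798 over 19 alternatives. Pdgfrl, which encodes a receptor-like protein, fell from 696 to 159, and without 12-month replicate 2 or 3 another member was lower too, making 2. Pdgfb, the ligand gene of the receptor, went from 2274 to 1632 (adjusted p = 0.0816 from limma). Of 17 early target genes of PDGF, 4 were lower and 13 did not pass limma (6 lower and 4 higher when adjusted over the list alone), and camera gave an adjusted p of 0.450. With 1 library left out, 4 to 5 of these genes were lower and 0 to 2 higher. Arid5b, one of those the paper examined, fell from 2584 to 1836, and Csrnp1, the other, did not pass (from 11497 to 10047, adjusted p = 0.126 from limma).
Of 24 genes of mural cells, 13 were lower, 2 were higher and 9 did not pass limma (13 lower and 6 higher when adjusted over the list alone). The smooth muscle genes Cnn1, Myh11 and Acta2 fell, with Acta2 at 8596 ± 527 (SD, n = 4) at 2 months and 4740 ± 968 (SD, n = 4) at 12 months, a log2 fold change of -0.88 (standard error 0.133, adjusted p = 0.000836 from limma), Cnn1 at -1.63 and Myh11 at -1.04 on the log2 scale. The higher genes numbered 1 without 2-month replicate 2 or 4 and 5 without 12-month replicate 4. Camera gave the mural list an adjusted p of 0.0250 in the lower direction, which was 0.705 with an estimated correlation, 0.0550 without 2-month replicate 1, 0.0621 without 12-month replicate 1 and 0.0764 without 12-month replicate 4, in a range of 0.00576 to 0.0764 with 1 library left out. From the changes in both pathways the paper proposes cellular ageing of the depot as a possible regulator of beige adipogenic failure. It goes on to examine Pdgfrβ as a receptor of mural progenitors whose link to ageing is unclear.

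**Figure D2:**
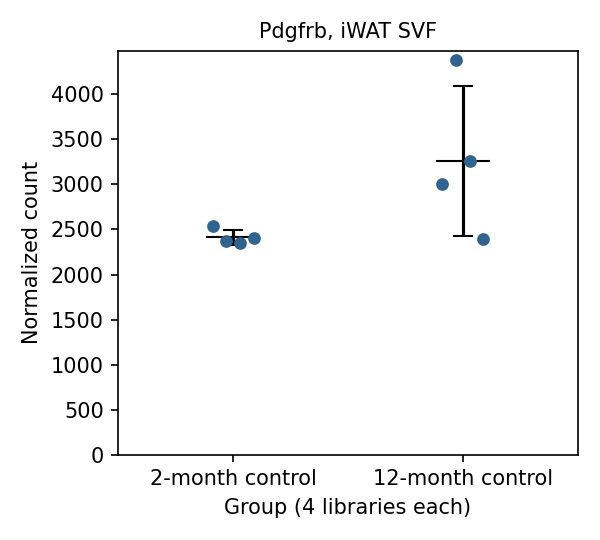
Normalized counts of Pdgfrb in the 4 libraries of each age, with a dot for each library and a bar for the mean with its SD. The 2-month libraries lie between 2349 and 2536 and the 12-month libraries between 2399 and 4380.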

Interestingly, *Pdgfrβ* appears to have a regulatory role in WAT development and homeostasis but the functional requirement of *Pdgfrβ* to control beige fat biogenesis and its link to ageing is unclear^37–39^.

**Fig. 1:**
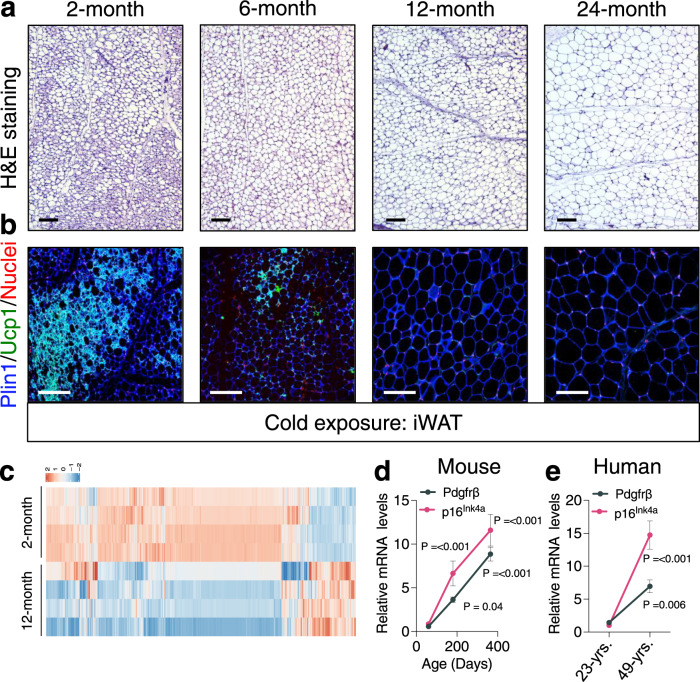
Ageing is associated with diminished beige fat development and Pdgfrβ upregulation. **a**, **b** Representative H&E staining (**a**) and perilipin (Plin1; blue) and Ucp1 (green) immunostaining (**b**) of dorsolumbar iWAT sections from cold exposed (6.5 °C for 7 days) 2-, 6-, 12-, and 24-month-old C57BL6/J-129SV male mice (×10; ×20 magnification, scale bars 100 µm). **c** Heatmap of gene expression profiles comparing iWAT SVF from 2- and 12-month-old male mice maintained at RT. **d**, **e** mRNA levels of Pdgfrβ and p16^Ink4a^ gene expression in FACS isolated iWAT Sma+ beige APCs at denoted ages (**d**) or from vicenarian and quadragenarian human WAT SVF (**e**) (*n* = 4 mice or humans/group). Data are presented as mean values ± SEM. Data were analyzed by two-tailed Student’s *t*-test. Source data are provided within the Source Data file. The full list of genes and normalized counts for the gene expression analysis can be found in Supplementary Data 1 and 2.

We validated the RNA-seq data by performing Pdgfrβ immunoblotting on iWAT SVF isolated from 2- and 12-month-old mice and indeed, Pdgfrβ protein was upregulated in an age-associated manner (Supplementary Fig. 1f, g). Because Pdgfrβ marks APCs, we investigated if age-related changes in *Pdgfrβ* expression could be detected within the α-smooth muscle actin (Sma/Acta2) marked beige APC lineage compared to the surrounding stroma (Supplementary Fig. 1h). To do so, we employed the *Sma-Cre*^*ERT2*^*; R26*^*-mTmG*^ (*Sma*-Control) beige APC lineage marking and tracking genetic tool^8,40^. To induce recombination, we administered one dose of tamoxifen (TMX) for 2 consecutive days to 2-, 6-, and 12-month-old *Sma*-Control mice (Supplementary Fig. 1i). Notably, after TMX-induction, ~100% of sort-purified mGFP cells were Sma+ and ~75% of the total Sma-antibody+ cellular pool was mGFP+, suggesting robust recombination efficiency^8^ (Supplementary Fig. 1j–m). In agreement with the RNA-seq data, we found that *Pdgfrβ* expression displayed an age-dependent (2, 6, and 12 months of age) linear upregulation within beige APCs, analogous to *p16*^*Ink4a*^ (Fig. 1d). Further, flow cytometric analysis of Sma+ cells, verified an age-dependent upregulation of Pdgfrβ protein (Supplementary Fig. 1n).

To examine if these ageing observations extended beyond rodents, we assessed human SV cells from non-obese BMI matched vicenarian (23.5 ± 3.87 years; BMI: 23.43 ± 4.32) and quadragenarian (49.33 ± 6.02 years; BMI: 24.67 ± 2.6) patients^19^. We found that human *Pdgfrβ* mRNA expression was increased in quadragenarian SVF samples compared to vicenarians (Fig. 1e). Together, these data suggest that *Pdgfrβ* expression is elevated with iWAT ageing which may function to regulate beige adipocyte biogenesis.

### *Pdgfrβ* mediates age-dependent beige adipogenic failure

Age-related changes in *Pdgfrβ* mRNA expression led us to examine if this signaling pathway was involved in the functional decline of beige fat. To test if *Pdgfrβ* controlled beige adipogenic potential in vivo, we combined the *Pdgfrβ*^*fl/fl*^ conditional mouse model with the *Sma*-Control mouse model (*Sma-Cre*^*ERT2*^*;* R26^-RFP or mTmG)^^41,8,40^ to create *Sma*-Control (Control) and *Sma-Pdgfrβ-*KO (*Pdgfrβ*-KO) mice^37^ (Fig. 2a). To induce *Pdgfrβ* deletion, we administered one dose of TMX (50 mg/kg) for 2 consecutive days to 2-, 6-, and 12-month-old control and *Pdgfrβ*-KO male mice. Subsequently, mice were randomized to RT or cold exposure for 7 days (Fig. 2b)^8^. Notably, *Pdgfrβ* mRNA expression was reduced in FACS-isolated mutant Sma+ cells (Supplementary Fig. 2a). Control and mutant mice maintained at RT, regardless of age, did not reveal changes in beige fat development or thermogenic genes within the dorsolumbar iWAT region (Supplementary Fig. 2b–e). In response to cold temperature exposure, 2-month-old control and mutant mice appeared to generate equivalent responses in body temperature defense, adiposity, histological morphology, Ucp1 immunostaining presence, and thermogenic gene induction (Fig. 2c, d and Supplementary Fig. 3a–c). In stark contrast, cold-exposed *Pdgfrβ*-KO mutant mice at 6 and 12 months of age were better able to defend their body temperature and had lower total adiposity (combined subcutaneous and visceral depots) than age-matched cold-exposed control littermates (Supplementary Fig. 3d–i). Furthermore, histological analysis revealed an abundance of Ucp1+ beige adipocytes within cold exposed 6- and 12-month-old *Pdgfrβ*-KO mutant dorsolumbar iWAT sections (Fig. 2c, d and Supplementary Fig. 3j). Consistent with beige adipocyte formation, directed qPCR analysis showed a robust induction of beige and thermogenic genes in 6- and 12-month-old *Pdgfrβ*-KO iWAT compared to age-matched controls (Supplementary Fig. 3f, i). In agreement with our previous fate mapping and physiological studies^8,42^, brown adipose tissue (BAT) appeared to be unaffected by the *Sma*-driven *Pdgfrβ* deletion as assessed by weight, morphology, and *Ucp1* gene expression (Supplementary Fig. 3k–m).

**Fig. 2:**
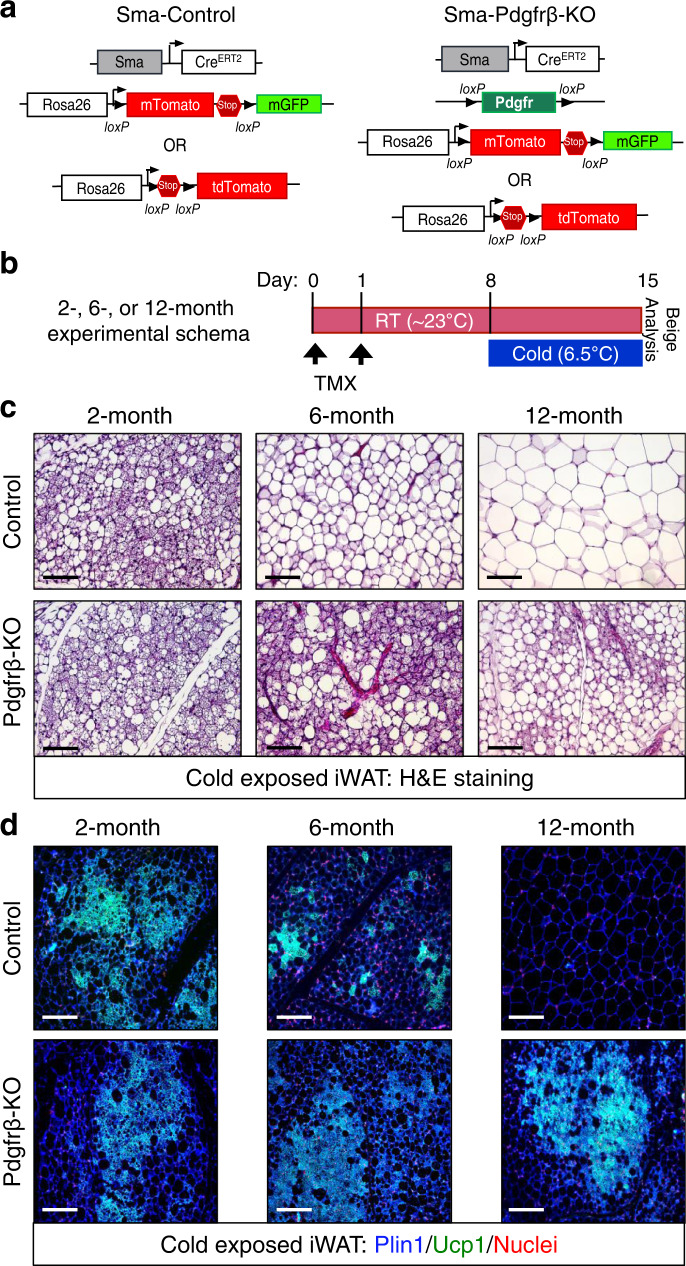
Loss of Pdgfrβ restores beige adipocyte development in ageing mice. **a** Allelic schematic for generating Sma-Control and Sma-Pdgfrβ-KO mouse models. The Sma-Cre^ERT2^ mouse model was combined with either R26-^tdTomato(RFP)^ or R26-^mTmG^ serving as the control model. The control model (*Sma-Cre*^*ERT2*^*; R26-*^*tdTomato(RFP)*^) was then combined with the Pdgfrβ^fl/fl^ conditional mouse model to create Sma-Pdgfrβ-KO mice. In the presence of TMX, the reporter will be turned on while the Pdgfrβ allele will be excised. **b** Experimental schema: Sma-Control (Control) and Sma-Pdgfrβ-KO (Pdgfrβ-KO) mice littermates were aged matched until 2, 6, or 12 months of age and then administered one dose of TMX for 2 consecutive days. Mice were randomized to RT or cold exposure for 7 days (*n* = 10–15 mice/group). **c**, **d** Representative H&E staining (**c**) and Plin1 (blue) and Ucp1 (green) immunostaining (**d**) from cold exposed mice described in (**b**) (×20 magnification, scale bars 100 µm).

### Activating Pdgfrβ causes premature beige adipogenic failure

As a next step, we examined if Pdgfrβ signaling was sufficient to prematurely block beige adipogenesis in 2-month-old mice. Towards this end, we activated Pdgfrβ by administering recombinant Pdgf-BB (25 ng/mouse)^43^ to 2-month-old RT housed male control mice for 5 consecutive days (Supplementary Fig. 4a, b). Subsequently, mice were cold exposed for 3 days—to capture initial beiging events in young mice—without ligand (Fig. 3a). In response to acute cold exposure, we observed that Pdgf-BB treatment reduced beige adipocyte generation as assessed by H&E staining, Ucp1 immunostaining, and multilocular adipocyte quantification (Fig. 3b–d). Moreover, Pdgf-BB treatment prevented the induction of beige genetic markers (Fig. 3e). These effects of Pdgf-BB treatment on beige fat appearance seemed to be independent of changes in BAT weight, morphology, and gene expression (Supplementary Fig. 4c–e).

**Fig. 3:**
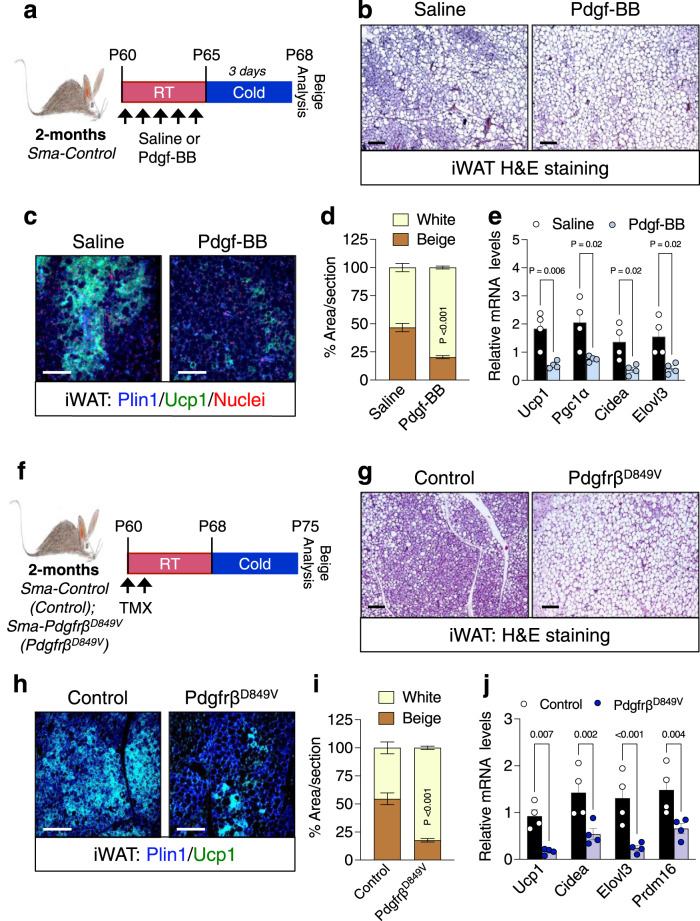
Activating Pdgfrβ signaling blocks beige fat formation in 2-month-old mice. **a** Experimental schema: 2-month-old Sma-Control male mice were administered one dose of vehicle (1X PBS) or Pdgf-BB (25 ng/mouse) for 5 consecutive days by IP injection; subsequently, cold challenged for 3 days (Vehicle *n* = 8; Pdgf-BB *n* = 10). **b** Representative H&E staining of dorsolumbar iWAT sections from cold exposed mice described in (**a**) (×10 magnification, scale bars 100 µm). **c** Representative Plin1 (blue) and Ucp1 (green) immunostaining of dorsolumbar iWAT sections from mice described in (**a**) (×20 magnification, scale bars 100 µm). **d** Quantification of beige and white adipocyte area per section (*n* = 3 images/mouse from 3 mice) from immunostained images in (**c**). **e** mRNA levels of denoted thermogenic gene expression within dorsolumbar iWAT depots from cold exposed mice described in (**a**) (*n* = 4 mice/group). **f** Experimental schema: 2-month-old TMX-induced Sma-Control and Sma-Pdgfrβ^D849V^ male mice were cold temperature challenged for 7 days. **g** Representative H&E staining of dorsolumbar iWAT sections from cold exposed male mice described in (**f**) (×10 magnification, scale bars 100 µm) (Images representative of 3 independent experiments). **h** Representative Plin1 (blue) and Ucp1 (green) immunostaining from dorsolumbar iWAT sections from mice described in (**f**) (×20 magnification, scale bars 100 µm). **i** Quantification of beige and white adipocyte area per section (*n* = 3 images/mouse; 3 mice/group) from immunostained images in (**h**). **j** mRNA levels of thermogenic gene expression within dorsolumbar iWAT depots from cold exposed male mice (*n* = 4 mice/group). Data are presented as mean values ± SEM. Data were analyzed by two-tailed Student’s *t*-test. Source data are provided within the Source data file.

To genetically assess if activating Pdgfrβ signaling within beige APCs was sufficient to disrupt cold-induced beige adipocyte formation, we generated a mouse model (*Sma-Cre*^*ERT2*^; *R26-*^*mTmG*^, *Pdgfrβ*^*D849V*^) with *Sma*-dependent inducible expression of a constitutively active *Pdgfrβ* allele (*Pdgfrβ*^*D849V*^)^37,44^ (Supplementary Fig. 4f). Notably, the *Pdgfrβ*^*D849V*^ knockin mouse model harbors a point mutation within the kinase domain conferring constitutive activation but only in the presence of active Cre^44^. Indeed, after TMX induction and recombination, we observed elevated basal Pdgfrβ phosphorylation within the SVF compartment from *Pdgfrβ*^*D849V*^ iWAT (Fig. 3f and Supplementary Fig. 4g, h). In response to cold temperatures, constitutive activation of Pdgfrβ hindered the development of Ucp1+ beige adipocytes within iWAT depots. (Fig. 3g–i). In agreement, gene expression profiling of iWAT depots from *Pdgfrβ*^*D849V*^ mice showed a diminished induction of thermogenic genes (Fig. 3j). Consistent, BAT weight, morphology, and gene expression appeared unchanged between control and constitutively active Pdgfrβ mutant mice (Supplementary Fig. 4i–k). Given that the *Sma* promoter is expressed within all vascular smooth muscle cells throughout the body, it is reasonable that Pdgfrβ functions in other cell types, contributing to changes in beige fat development^33^. Nevertheless, the observed reciprocal effects of Pdgfrβ gain- and loss-of-function strongly suggest that Pdgfrβ action within beige APCs can modulate beige fat biogenesis in an age-related manner.

### Pdgfrβ does not mediate beige APC cellular senescence

The age-dependent decline in cold-induced beige adipogenic potential is, in part, due to a cellular senescence-like phenotype of beige APCs. A molecular mediator of beige APC cellular aging is p38 phosphorylation^19^. We hypothesized that ablating Pdgfrβ signaling might reduce the phosphorylation status of p38/Mapk within 12-month-old beige APCs to restore adipogenic potential^19,34^. Consistent with our previous findings^19^, p38/Mapk phosphorylation was elevated within 12-month-old Sma+ APCs compared to 2-month-old APCs (Supplementary Fig. 5a). However, p38/Mapk phosphorylation within *Pdgfrβ*-deficient Sma+ beige APCs remained comparable to control levels, regardless of age (Supplementary Fig. 5a). We then assessed if constitutively activating Pdgfrβ resulted in enhanced p38/Mapk phosphorylation within beige APCs. However, we were unable to detect significant changes in p38/Mapk phosphorylation within Sma+ beige APCs from control and *Pdgfrβ*^*D849V*^ mice (Supplementary Fig. 5b). Consistent with our *p38/Mapk* findings, gene expression of cellular senescence-inducers remained equivalent between 12-month-old control and *Pdgfrβ*-KO iWAT (Supplementary Fig. 5c). Moreover, cellular senescence genes were not induced within *Pdgfrβ*^*D849V*^ iWAT depots (Supplementary Fig. 5d). Together, the data suggest that modulating Pdgfrβ signaling does not induce or reverse senescence signals within Sma+ beige APCs.

Our senescence tests suggest that varying Pdgfrβ signaling does not alter APC cellular senescence to influence beige fat generation. Accordingly, we revisited if the beige adipocytes generated within 12-month-old *Pdgfrβ*-KO iWAT depots emanated from a Sma+ cell source^8^. To pursue this notion, we performed fate mapping analysis of iWAT sections from 12-month-old TMX-induced cold exposed control and *Pdgfrβ*-KO lineage reporter (R26^-RFP^) mice, as described in Fig. 2b. Immunostaining revealed that only ~9% of Ucp1+ beige adipocytes were RFP+ in *Pdgfrβ*-KO iWAT specimens, suggesting a lack of lineage tracing (Supplementary Fig. 5e, f). To ascertain if the lack of *Pdgfrβ*-KO RFP fate mapping was age dependent, we examined 2-month-old control and mutant iWAT sections for RFP reporter and Ucp1 co-localization. In contrast to 12-month-old mice, we found comparable fate mapping percentages (~50%) of Sma+ cells into Ucp1+ beige adipocytes between control and mutant samples. (Supplementary Fig. 5e, f). To continue to probe if *Pdgfrβ* deletion restored beige APC adipogenic potential, we isolated the SVF from 2- and 12-month-old control and *Pdgfrβ*-KO mutant mice. In 12-month-old cultures, neither control or mutant SVF cultures generated adipocytes (Supplementary Fig. 5g, h). However, in 2-month-old control and mutant SVF cultures had comparable in vitro beige adipogenic potential (Supplementary Fig. 5g, h). Together, these data suggest that ablating Pdgfrβ does not restore beige adipogenic potential of ageing Sma+ beige APCs rather, alternative cellular sources appear to be engaged to generate cold-induced beige fat cells within ageing iWAT depots.

### Pdgfrβ activity regulates IL-33 iWAT availability

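Tamoxifen (TMX) was used to delete Pdgfrb in cells marked by smooth muscle actin (Sma), which are a part of the cells of the SVF, so a reduced and not an absent mRNA can be seen in the whole fraction. Normalized counts of Pdgfrb were 1882, 2145, 1707 and 1749 in the 4 Pdgfrβ-KO libraries and 3000, 4380, 3258 and 2399 in the 4 control libraries of the same age. This is a log2 fold change of -0.77 (standard error 0.166, 95% confidence interval -1.14 to -0.41, adjusted p = 0.0160 from limma), and the exact permutation test gave the smallest p that 4 libraries against 4 allow, 0.0286. It passed in each of 19 alternatives, at adjusted p between 0.00292 and 0.0467. The 24 mural genes had a median log2 fold change of -0.44, with 12 lower at an unadjusted p under 0.05 and Pdgfrb alone past the adjusted one. The lower genes were 4 without control replicate 4, 2 without Pdgfrβ-KO replicate 1 and 3 without Pdgfrβ-KO replicate 2. They were 7 in 1 fit of the 12 libraries, added after the data were seen. The decrease of Pdgfrb was therefore not set apart from a lower share of mural cells. Among the PDGF genes, Pdgfra was from 4368 to 4993 and Pdgfb from 1632 to 1489 on average in control and Pdgfrβ-KO libraries, and neither passed limma (adjusted p 0.461 and 0.636). The RNA of inguinal SVF from 4 male mice of 12 months at room temperature was sequenced, and the deposited values are of the same kind as those of the controls, which are the 12-month libraries of the comparison of ages. The sample labels name these controls wild type, while the paper's figure names them Sma-Control. For this comparison the paper states TMX for the Pdgfrβ-KO mice, so an effect of Cre or TMX was not set apart from the deletion. The deposited values summed to between 19.6 and 21.9 M per Pdgfrβ-KO library (median 21.1), and the counts behind them were estimated at 13.8 to 20.0 M (median 16.3). In replicates 1 to 3 these were fewer than in any control, while the 20.0 M of replicate 4 would be 2 times as many with a size factor of 2.036, which its values allow as well as 1.018. The test covered 16344 genes. Of the 4 Y-linked genes, expressed in every library, 0 differed in limma (0 at an unadjusted p under 0.05). With changes simulated on these libraries, 44 of 67 genes changed 1.5-fold were recovered, and 10 of 185 calls were false.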

Towards delineating relevant mechanisms, we performed RNA-seq on the SVF from iWAT depots from TMX-induced 12-month-*Pdgfrβ*-KO maintained at RT. We compared *Pdgfrβ*-KO gene expression profiles to the RNA-seq data from 12-month-old controls from Fig. 1c (Fig. 4a and Supplementary Data 3). 

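Loss of Pdgfrb in Sma+ cells went with changes in genes of immune cells and matrix in the aged SVF. Most of the listed genes of cell division and macrophages and 5 of 10 neutrophil genes rose, most of the skeletal muscle genes and 10 of 28 genes of fibroblastic progenitors fell, and matrix genes went both ways. Of 16344 genes tested, 810 were higher and 729 were lower in Pdgfrβ-KO SVF at an adjusted p under 0.05 from limma, together 1539. Without control replicate 1, 2 or 3 the number was 895, 885 or 859, and without Pdgfrβ-KO replicate 1 it was 889. The libraries did not overlap in 2796 genes (17.1%), where chance gives 2.86%.
Of 34 proliferation genes, 26 were higher and 8 did not pass (31 higher when adjusted over the list alone). Top2a, the topoisomerase of dividing cells, had normalized counts of 904 ± 131 (SD, n = 4) in control and 2018 ± 175 (SD, n = 4) in Pdgfrβ-KO SVF, a log2 fold change of 1.17 (standard error 0.124, adjusted p = 0.000563 from limma). Cdk1, a kinase gene of mitosis, rose from 119.8 to 324, and Cenpf, of the kinetochore, from 138 to 384. Of 26 macrophage genes, 18 were higher, 2 were lower and 6 did not pass (21 higher and 2 lower when adjusted over the list alone). Mrc1, the mannose receptor gene of macrophages, had 3468 ± 675 (SD, n = 4) in control and 9040.5 ± 1281 (SD, n = 4) in Pdgfrβ-KO SVF, a log2 fold change of 1.39 (standard error 0.156, adjusted p = 0.000667 from limma). Lyve1 rose from 945 to 2511, Cd163 from 2779 to 7104, Fcgr1 from 173 to 568 and the scavenger receptor gene Marco from 591 to 3197. Neutrophil genes were higher in 5 of 10 and 5 did not pass (6 higher when adjusted over the list alone), among them S100a9 (2.31 on the log2 scale), Csf3r (1.58) and Cxcr2 (2.30). Erythroid genes were higher in 4 of 7 and 3 did not pass (6 higher when adjusted over the list alone), but in 2 without control replicate 3 and in 1 without control replicate 1 or 4 or Pdgfrβ-KO replicate 1 or 2.
Of 28 genes of fibroblastic progenitors, 10 were lower, 2 were higher and 16 did not pass (16 lower and 4 higher when adjusted over the list alone). Smoc2, a matricellular gene, had 7044 ± 2057 (SD, n = 4) in control and 1942 ± 476 (SD, n = 4) in Pdgfrβ-KO SVF, a log2 fold change of -1.85 (standard error 0.212, adjusted p = 0.000738 from limma). Sfrp2 fell from 3094 to 1330 and Pi16, a gene of early progenitors, from 15709.8 to 7160.5, while Clec11a rose from 484 to 1182. Among 30 genes of collagen and fibrillar matrix, 6 were higher, 5 were lower and 19 did not pass (9 higher and 9 lower when adjusted over the list alone), and without control replicate 2 the lower genes were 3. Col1a1 rose from 77044 to 229064 and Thbs2 from 2591 to 7878, and the crosslinking enzyme gene Lox fell from 2654 to 1192. Skeletal muscle genes were lower in 13 of 18 and 5 did not pass (14 lower when adjusted over the list alone). Myh4, a fast myosin gene, had 1047 ± 420.0 (SD, n = 4) in control and 56.5 ± 5.45 (SD, n = 4) in Pdgfrβ-KO SVF, a log2 fold change of -4.10 (standard error 0.253, adjusted p = 1.56e-05 from limma), and Ttn and Atp2a1 fell from 506 to 62.8 and from 695 to 145.
Among single genes with a mean of at least 100, the largest increases were those of Mrap2 (8.83 on the log2 scale, from 0.5 to 651), Irgc1 (4.40), Ighg1 (3.21, one of a cluster of similar genes), Slfn4 (2.80), Cd5l (2.74), Padi4 (2.73), Nxpe5 (2.52, in a stretch of chromosome 5 with other changed genes), Marco (2.50) and Plppr3 (2.33). The largest decreases were those of Trim12a (-5.98) and Trim5 (-5.46), in the cluster of similar genes on chromosome 7 that holds Trim30d (-3.27) and Trim34a (-2.84) too. Gdpd3 (-4.45), Myh4 (-4.10), Mmp12 (-3.54), Mrgprg (-3.02), Ttn (-2.99) and Eps8l1 (-2.74) also fell. For these genes the libraries of control and Pdgfrβ-KO mice did not overlap. Trim12a had 5 to 81 normalized counts in Pdgfrβ-KO libraries and 0 to 6 in those of 2 months. For the Trim cluster, different strain origin of the groups was not told apart from an effect of the deletion. Ighg1 did not pass when no filter on low values was applied (adjusted p 0.0777 from limma).
Camera called 20 of 39 lists with the preset correlation, 11 higher and 9 lower. It called 0 with an estimated correlation (lowest adjusted p 0.621, 2 lists at an unadjusted p under 0.05), and fry called 7. With the preset correlation, other splits of these 8 libraries gave a median of 12 called lists and at most 18.

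**Figure D3:**
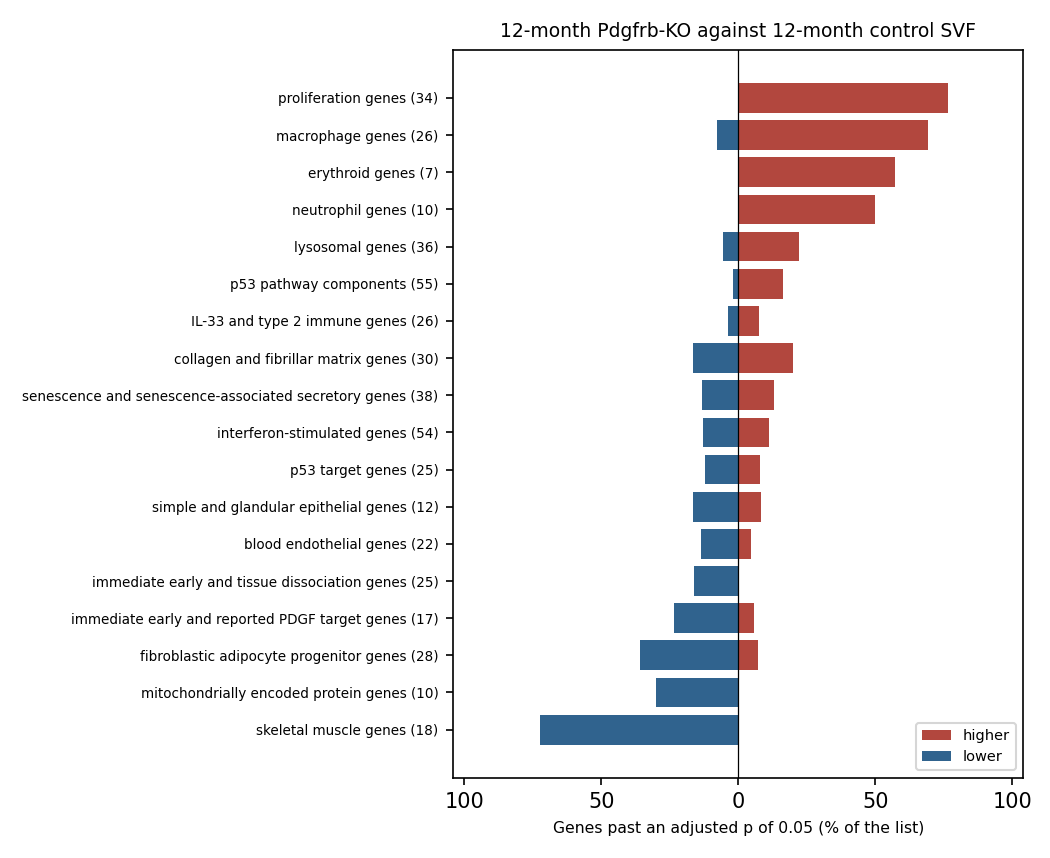
Share of each list's tested genes that were higher (to the right) or lower (to the left) in Pdgfrβ-KO than in control SVF at 12 months, in percent, at an adjusted p under 0.05 from limma. Numbers in brackets are genes tested, and lists with at least 3 such genes are drawn. Proliferation genes were higher in 26 of 34 and skeletal muscle genes lower in 13 of 18.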

We focused on gene expression changes that could reflect alterations in beige adipogenic potential. We found an upregulation in the beige fat inducer, *interleukin-33 (IL-33)* within *Pdgfrβ*-KO iWAT SVF^15,45^ (Fig. 4b, c). 

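IL-33 is a cytokine released by stromal cells that activates group 2 innate lymphoid cells. Its mRNA was higher in each Pdgfrβ-KO library than in any control library at 12 months, while most genes of the type 2 response did not pass the test. Il33 (ENSMUSG00000024810) lies on chromosome 19 of GRCm38 from 29925114 to 29960718. Its normalized counts were 377 ± 56.7 (SD, n = 4) in control and 556 ± 139 (SD, n = 4) in Pdgfrβ-KO SVF, a log2 fold change of 0.54 (standard error 0.176, 95% confidence interval 0.15 to 0.93, adjusted p = 0.0784 from limma). The exact permutation test gave p = 0.0286, the smallest that the design allows. Over 19 alternatives the adjusted p was between 0.0235 and 0.191, and it was under 0.05 in the fit that paired libraries by replicate number.
Of 26 genes of IL-33 and type 2 immunity, 2 were higher, 1 was lower and 23 did not pass limma (3 higher and 1 lower when adjusted over the list alone). Chil3, a chitinase-like gene of macrophages, had 21.8 ± 17.6 (SD, n = 4) in control and 116 ± 29.2 (SD, n = 4) in Pdgfrβ-KO SVF, a log2 fold change of 2.72 (standard error 0.549, adjusted p = 0.0118 from limma). Rora, a transcription factor gene of innate lymphoid cells, fell from 1425 to 975. Hpgds, which encodes a prostaglandin synthase, rose from 211 to 339.5 (adjusted p = 0.0444 from limma), in a range of 0.0300 to 0.119 over 19 alternatives. It did not pass without any 1 of the 4 control replicates (0.0888, 0.0778, 0.0659 and 0.0536) or without Pdgfrβ-KO replicate 1 (0.119), 2 (0.0944) or 3 (0.0759). With all libraries, it did not pass in limma without trend and robust estimation (0.0777), with weights per library (0.0514) or with thinned libraries (0.0513). Without Pdgfrβ-KO replicate 4, the higher genes were 4. Il13 had 16.8 ± 6.02 (SD, n = 4) in control and 10.2 ± 2.22 (SD, n = 4) in Pdgfrβ-KO SVF (adjusted p = 0.32 from limma). Camera gave the type 2 list an adjusted p of 0.727.

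**Figure D4:**
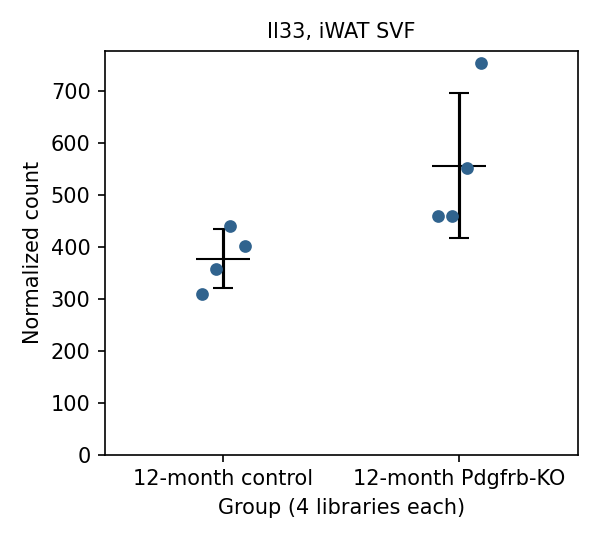
Normalized counts of Il33 in the 4 control and 4 Pdgfrβ-KO libraries at 12 months, with a dot for each library and a bar for the mean with its SD. Each Pdgfrβ-KO library lies above each control library.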

Interestingly, our RNA-seq data comparing 2- and 12-month-old control mice showed similar *IL-33* expression levels, as previously observed^46^ (from Fig. 1c) (Supplementary Fig. 6a). This data suggested that basal *IL-33* expression remains the same with age, but rather may reflect changes in the ability of cold temperatures to induce *IL-33* expression. Thus, we evaluated whether cold temperatures regulated *IL-33* expression between control and mutant mice. 

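Between the ages, Il33 mRNA did not pass the test, while 8 of 26 genes of IL-33 and type 2 immunity rose, among them Ccl11 and Retnla. Normalized counts of Il33 were 294 ± 77.1 (SD, n = 4) at 2 months and 377 ± 56.7 (SD, n = 4) at 12 months, a log2 fold change of 0.38 (standard error 0.180, adjusted p = 0.142 from limma) that 2 of the 4 aged libraries showed above all young ones. The exact permutation test gave p = 0.171. The 95% confidence interval of the fold change ran from 0.994 to 1.71, so an increase of up to 1.71-fold is not excluded. In 19 alternatives the adjusted p was between 0.0682 and 0.353.
Of the 26 genes, 8 were higher, 2 were lower and 16 did not pass limma (11 higher and 3 lower when adjusted over the list alone), and the lower genes were 0 without 2-month replicate 2, 3 or 4 and 1 without 12-month replicate 1, 2 or 3. Ccl11, the eosinophil chemokine eotaxin, had 795 ± 158 (SD, n = 4) at 2 months and 2250.5 ± 379 (SD, n = 4) at 12 months, a log2 fold change of 1.51 (standard error 0.15, adjusted p = 5.57e-05 from limma). Retnla, a gene of alternatively activated macrophages, rose from 3323 to 10297. Il13 had mean counts of 8.25 at 2 months and 16.8 at 12 months (n = 4 each), an adjusted p of 0.0837 from limma that was 0.0308 without 12-month replicate 1 and between 0.0308 and 0.194 over 13 alternatives. Camera placed the list higher than other genes at an adjusted p of 0.00558, and of 0.473 with an estimated correlation.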

Of note, we used a 2-day cold exposure, a time when beige fat has not appeared^47^, to capture changes in *IL-33* but in the absence of beige adipocytes. We found that ageing impaired cold temperatures to induce *IL-33* expression (Fig. 4b, c) whereas, *Pdgfrβ* deletion, reversed the cold-induced age-dependent blockade on *IL-33* expression (Fig. 4b, c). Consistent with this notion, we found that *IL-33* expression was not induced within cold exposed *Pdgfrβ*^*D849V*^ iWAT depots compared to control depots, suggesting that Pdgfrβ may regulate IL-33 availability to regulate beige fat development (Supplementary Fig. 6b).

**Fig. 4:**
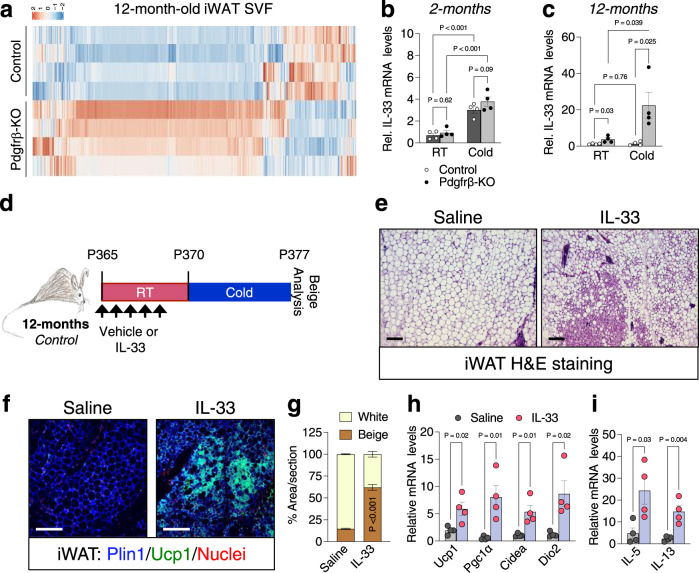
IL-33 is mediated by Pdgfrβ signaling to regulate beige fat development. **a** Heatmap of gene expression profiles comparing the SVF from iWAT depots from 12-month-old Sma-Control and Sma-Pdgfrβ-KO male mice maintained at RT. **b**, **c** mRNA expression of IL-33 within iWAT depots of 2- (**b**) and 12-month-old (**c**) Sma-Control and Sma-Pdgfrβ-KO mutant mice maintained at RT or cold exposed (2 days) (*n* = 4 mice/group). **d** Experimental schema: TMX-induced aged Sma-Control male mice were administered one dose of vehicle (0.1% BSA in 1x PBS) or IL-33 (12 µg/kg) for 5 consecutive days and subsequently cold exposed for 2 or 7 days. **e** Representative images of H&E staining of dorsolumbar iWAT sections from mice described in (**d**) (×10 magnification, scale bar 100 µm) (Images representative of 2 independent experiments). **f** Representative images of Plin1 (blue) and Ucp1 (green) immunostaining of iWAT sections from mice described in (**d**) (×20 magnification, scale bar 100 µm). **g** Quantification of beige and white adipocyte area per section (*n* = 3 images/mouse; 3 mice/group) from immunostained images in (**f**). **h** mRNA levels of thermogenic gene expression within iWAT depots of cold exposed mice described in (**a**) (*n* = 4 mice/group). **i** mRNA levels of IL-13 and IL-5 within iWAT depots from 2-day cold exposed mice described in (**d**) (*n* = 4 mice/group). Data are presented as mean values ± SEM. Data was analyzed by two-tailed Student’s *t*-test or two-way ANOVA for multiple comparisons. Source data are provided within the Source data file. The full list of genes and normalized counts for the gene expression analysis can be found in Supplementary Data 3.

IL-33 is a major driver of Th2-cell and group 2 innate lymphoid cell (ILC2) accrual and activation^15,17^. Moreover, IL-33 administration and ILC2 activation are sufficient to enhance beige fat development but not BAT^15,17,45^. Therefore, age-associated changes in cold-induced *IL-33* expression led us to investigate if Th2-cytokine signaling was affected by Pdgfrβ signaling. Indeed, we observed changes in *IL-5* and *IL-13*, byproducts of immune cells such as Th2, and ILC2 activation^48^, within cold-exposed 12-month-old *Pdgfrβ*-KO iWAT (Supplementary Fig. 6c). In contrast, we observed lower *IL-13* and *IL-5* gene expression within iWAT depots from cold-exposed *Pdgfrβ*^*D849V*^ mice (Supplementary Fig. 6d). Together the data suggest that age-associated changes in *Pdgfrβ* expression and signaling within beige APCs can influence *IL-33* expression to facilitate changes in immune cell activity.

### IL-33 mediates *Pdgfrβ*-KO induced beiging

The above data suggested that IL-33 WAT availability is altered by *Pdgfrβ* expression; however, does IL-33 mediate cold induced-beige fat biogenesis in ageing mice and is IL-33 required for *Pdgfrβ*-KO-induced cold temperature beiging? To test if IL-33 can promote beige fat development in 12-month-old control mice, we administered one dose of IL-33 (12 µg/kg) for 5 consecutive days and subsequently, cold exposed mice for 7 days (Fig. 4d). H&E staining, Ucp1 immunostaining, and beige fat quantification revealed that IL-33 induced the generation of beige adipocytes (Fig. 4e–g). In addition, the thermogenic transcriptional program also appeared to be induced in response to IL-33 treatment (Fig. 4h). Moreover, IL-33 induced the expression of *IL-13* and *IL-5* suggesting type 2 cytokine signaling activation is involved in beige fat formation (Fig. 4i).

To probe if IL-33 is required for *Pdgfrβ*-KO-induced beige fat generation, we administered IL-33 neutralizing antibodies to 12-month-old TMX-induced aged control and mutant mice; subsequently, mice were cold exposed for 2 or 7 days (Fig. 5a)^49^. After anti-IL-33 administration and acute cold exposure, we found reduced *IL-5* and *IL-13* expression in the presence of anti-IL-33 antibodies, suggesting less immune cell activation (Fig. 5b). Regarding beige fat development, we found that neutralizing IL-33 in Pdgfrβ-KO mice significantly reduced beige adipocyte appearance and development after 7 days of cold exposure (Fig. 5c, d and Supplementary Fig. 7a). Directed qPCR analysis of thermogenic genes confirmed our histological findings, suggesting that IL-33 mediates *Pdgfrβ*-KO induced beiging (Supplementary Fig. 7b).

**Fig. 5:**
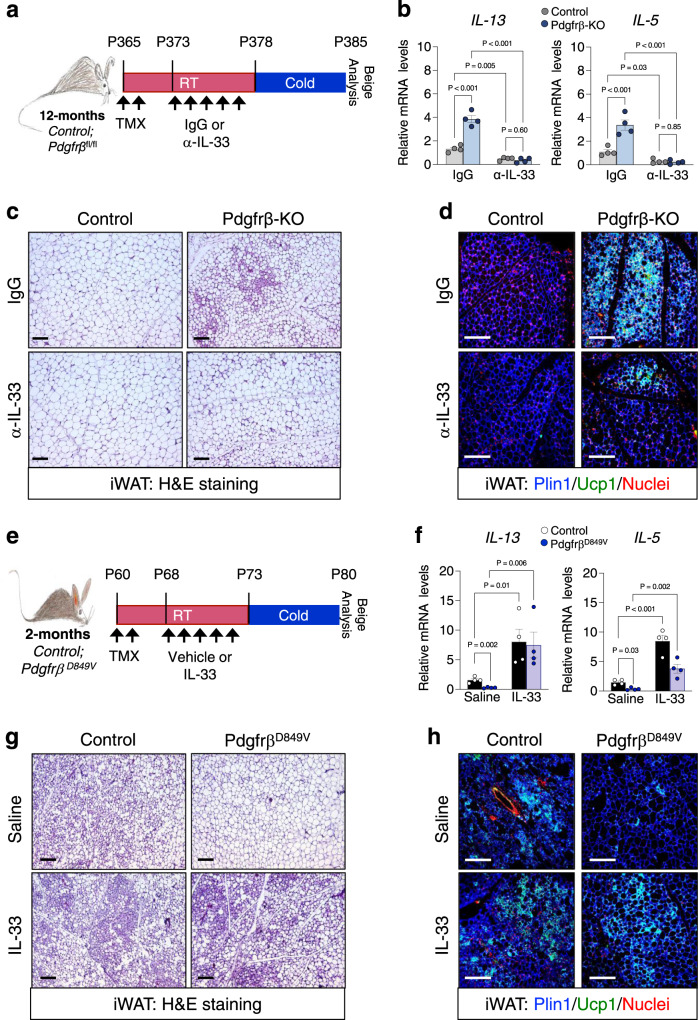
Pdgfrβ-KO induced beige fat development is mediated by IL-33. **a** Experimental schema: TMX-induced 12-month-old Sma-Control and Sma-Pdgfrβ-KO male mice were administered one dose of mouse IgG (1 µg/mouse) or α-IL-33 (1 µg/mouse) antibodies for 5 consecutive days and subsequently cold exposed for 2 or 7 days. **b** mRNA levels of IL-13 and IL-5 within iWAT depots from 2-day cold exposed mice described in (**f**) (*n* = 4 mice/group). **c** Representative H&E staining of dorsolumbar iWAT sections from 7-day cold exposed mice described in (**a**) (×10 magnification, scale bars 100 µm). **d** Representative Plin1 (blue) and Ucp1 (green) immunostaining from iWAT sections from 7-day cold exposed mice described in (**a**) (×20 magnification, scale bars 100 µm) (Images representative of 2 independent experiments). **e** Experimental schema: 2-month-old TMX-induced Sma-Control and Sma-Pdgfrβ^D849V^ were administered one dose of vehicle (0.1%BSA in 1xPBS) or recombinant murine IL-33 (12 µg/kg) for 5 consecutive days and subsequently cold exposed for 2 or 7 days. **f** mRNA levels of IL-13 and IL-5 within iWAT depots from 2-day cold exposed mice described in (**e**) (*n* = 4 mice/group). **g** Representative H&E staining of dorsolumbar iWAT sections from vehicle or IL-33 treated Pdgfrβ^D849V^ 7-day cold exposed mice as described in (**e**) (×10 magnification, scale bars 100 µm). **h** Representative of Plin1 (blue) and Ucp1 (green) immunostaining of dorsolumbar iWAT sections from Control and Pdgfrβ^D849V^ 7-day cold exposed mice (×20 magnification, scale bars 100 µm) (Images representative of 2 independent experiments). Data are presented as mean values ± SEM. Data were analyzed by two-tailed Student’s *t*-test or two-way ANOVA for multiple comparisons. Source data are provided within the Source data file.

To test if IL-33 could restore beige fat development in the presence of constitutively active Pdgfrβ, we administered recombinant IL-33 (12 µg/kg)^15^ to 2-month-old control and *Pdgfrβ*^*D849V*^ mice for 5 consecutive days and subsequently cold exposed the mice for 2 or 7 days (Fig. 5e). IL-33 administration induced detectable differences in *IL-5* and *IL-13* gene expression in response to IL-33 administration within iWAT from both control and *Pdgfrβ*^*D849V*^ mice (Fig. 5f). Strikingly, IL-33 administration to *Pdgfrβ*^*D849V*^ mice restored beige adipocyte generation within iWAT depots compared to vehicle-treated mutant mice after 7 days of cold exposure as assessed by histological staining and gene expression (Fig. 5g, h and Supplementary Fig. 7c, d). Overall, these data appear to suggest that Pdgfrβ regulates IL-33 availability to alter beige fat development.

### Blocking Stat1 reverses age-induced beige adipogenic failure

To investigate how APC Pdgfrβ signaling suppresses IL-33 availability, we examined potential amplifiers of Pdgfrβ signaling. We focused on Stat1 (Signal Transducer and Activator of Transcription-1) due to its involvement in Pdgfrβ signaling in several disease states such as atherosclerosis and Kosaki overgrowth syndrome^50,51^. Moreover, Stat1 signaling has been shown to modulate *IL-33* expression and immune responses^52^, suggesting a possible role in the age-associated decline in beige APC-immune cell communication. In addition, our RNA seq data suggested that *Stat1* was upregulated in an age-dependent manner (Supplementary Fig. 1d, e). In support of this notion, immunoblotting revealed an age-associated increase in total Stat1 within the SVF of iWAT from 2- and 12-month-old mice (Supplementary Fig. 8a). Using flow cytometry, we found that the phosphorylation status of Stat1 was elevated in 12-month-old Sma+ beige APCs compared to 2-month-old beige APCs (Fig. 6a). Moreover, Stat1 phosphorylation was reduced within 12-month-old beige APCs lacking Pdgfrβ, mirroring 2-month-old phosphorylated Stat1 levels. In contrast, constitutively activating Pdgfrβ increased Stat1 phosphorylation, mirroring the 12-month-old beige APCs (Fig. 6a and Supplementary Fig. 8b).

**Fig. 6:**
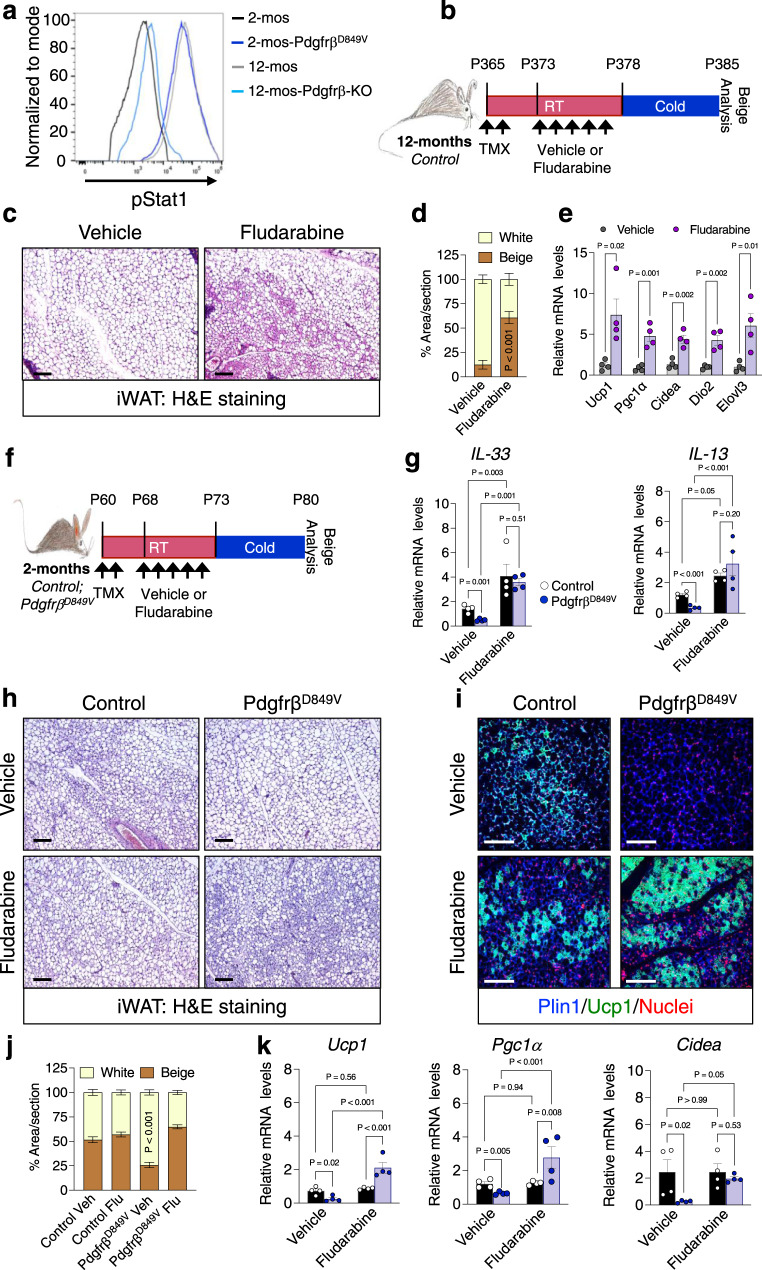
Stat1 phosphorylation mediates Pdgfrβ induced beige adipogenic failure. **a** Sma-^mGFP+^ cells were FACS isolated from 2-month-old TMX-induced Sma-Control and Sma-Pdgfrβ^D849V^ or from 12-month-old TMX-induced Sma-Control and Sma-Pdgfrβ-KO mice and examined for phosphorylated Stat1 by flow cytometry. **b** Experimental schema: 12-month-old TMX-induced Sma-Control mice were administered one dose of vehicle (5% DMSO) or fludarabine (3 mg/kg) for 5 consecutive days and subsequently cold challenged for 2 or 7 days. **c** Representative H&E staining of dorsolumbar iWAT sections from 7-day cold exposed mice described in (**b**) (×10 magnification, scale bars 100 µm). **d** Quantification of beige and white adipocyte area per section (*n* = 3 images/mouse; 3 mice/group) from immunostained images (Supplementary Fig. 8d). **e** mRNA levels of denoted thermogenic genes within dorsolumbar iWAT depots from mice described in (**b**) after 7 days of cold exposure (*n* = 4 mice/group). **f** Experimental schema: 2-month-old TMX-induced Sma-Control and Sma-Pdgfrβ^D849V^ male mice were administered one dose of vehicle (5% DMSO) or fludarabine (3 mg/kg) for 5 consecutive days and subsequently cold exposed for 2 or 7 days. **g** mRNA levels of IL-33 and IL-13 markers within iWAT depots from 2-day cold exposed mice described in (**f**) (*n* = 4 mice/group). **h**, **i** Representative images of H&E staining (**h**) and Plin1 (blue) and Ucp1 (green) immunostaining (**i**) of dorsolumbar iWAT sections from cold exposed mice described in (**f**) (×10 and ×20 magnification, scale bars 100 µm) (Images representative of 2 independent experiments). **j** Quantification of beige and white adipocyte area per section (*n* = 3 images/mouse; 3 mice/group) from immunostained images in (**i**). **k** mRNA levels of denoted thermogenic gene expression within iWAT depots from mice described in (**f**) (*n* = 4 mice/group). Data are presented as mean values ± SEM. Data were analyzed by two-tailed Student’s *t*-test or two-way ANOVA for multiple comparisons. Source data are provided within the Source data file.

To investigate if blocking Stat1 phosphorylation could modulate beige adipocyte development, we administered one dose of the Stat1 inhibitor, fludarabine, an FDA approved drug to treat leukemia and lymphoma^53,54^, for 5 consecutive days to 12-month-old control mice (Fig. 6b). Flow cytometric studies verified that fludarabine could reduce Stat1 phosphorylation in 12-month-old Sma+ beige APCs (Supplementary Fig. 8c). Moreover, after 7 days of cold exposure, fludarabine administration restored beige adipocyte development. Strikingly, H&E staining of iWAT sections revealed widespread “beiging” by fludarabine compared to sections from vehicle-treated mice (Fig. 6c). In agreement, fludarabine increased Ucp1+ immunostaining and heightened thermogenic gene expression compared to vehicle-treated specimens (Fig. 6d, e and Supplementary Fig. 8d). As a next step, fludarabine treatment also elevated *IL-33* and *IL-13* mRNA expression within iWAT depots (Supplementary Fig. 8e).

### Blocking Stat1 reverses Pdgfrβ-induced beige fat decline

To further probe the effects of fludarabine on Pdgfrβ-Stat1 APC signaling, we posited that treating 2-month-old constitutively active *Pdgfrβ*^*D849V*^ mice with fludarabine would restore beige adipogenic function (Fig. 6f). Flow cytometric analysis of 2-month-old *Pdgfrβ*^*D849V*^ beige APCs revealed that fludarabine effectively reduced Stat1 phosphorylation (Supplementary Fig. 8f). Furthermore, *Pdgfrβ*^*D849V*^ mice treated with fludarabine had an increase in *IL-33* and *IL-13* gene expression, suggesting immune cell activation (Fig. 6g). Next, we evaluated cold-induced beige fat formation in response to fludarabine. After 7 days of cold exposure, we found comparable beiging between control mice treated with either vehicle or fludarabine (Fig. 6h–j). In contrast, treating *Pdgfrβ*^*D849V*^ mice with fludarabine significantly restored cold-induced Ucp1+ beige adipocyte generation and increased thermogenic gene expression (Fig. 6k). Overall, the data suggest that Stat1 signaling appears to facilitate Pdgfrβ-induced suppression of beige fat formation in aged mice.

### Targeting Pdgfrβ restores beige fat formation in aged mice

Towards a clinical step, we tested if pharmacologically blocking Pdgfrβ signaling could restore beige adipocyte generation in adult mice. Twelve-month-old TMX-induced *Sma*-Control male mice were randomized to vehicle, imatinib (5 mg/kg), an FDA approved drug to treat chronic myeloid leukemia^55^, or SU16f (2 mg/kg), a potent and selective inhibitor of Pdgfrβ^56^, for 5 days while maintained at RT and subsequently cold exposed for 7 days (Fig. 7a). Of note, both inhibitors effectively downregulated the Pdgfrβ target genes, *Axud1* and *Arid5b*^57^, within iWAT depots (Supplementary Fig. 9a). In response to cold temperatures, mice treated with either imatinib or SU16f appeared to invoke a beige adipocyte phenotype as evaluated by H&E staining, Ucp1 immunostaining, and beige adipocyte quantification of iWAT sections compared to vehicle-treated mice (Fig. 7b–d and Supplementary Fig. 9b). Consistent with the notion of beige fat development, directed qPCR analysis revealed a robust thermogenic gene program induction within iWAT depots from imatinib and SU16f treated mice (Fig. 7e). Vehicle, imatinib, or SU16f treatments did not appear to alter BAT as assessed by weight, morphology, and gene expression (Supplementary Fig. 9c–e).

**Fig. 7:**
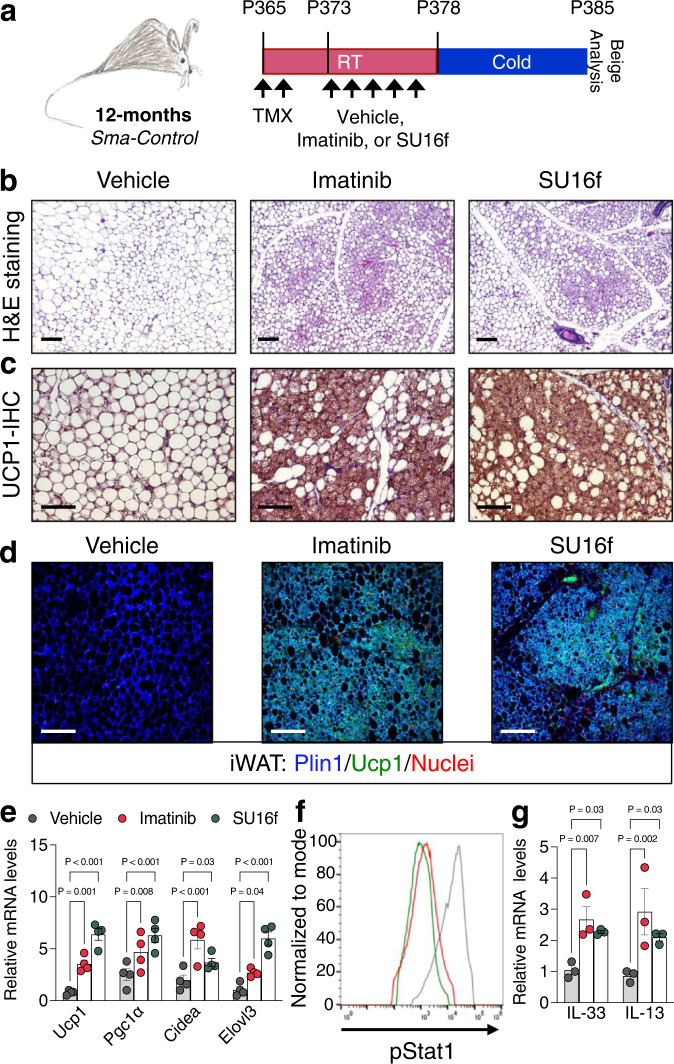
Pharmacologically blocking Pdgfrβ restores beige adipogenesis. **a** Experimental schema: 12-month-old TMX-induced Sma-Control male mice were administered one dose of vehicle (5% DMSO), imatinib (5 mg/kg), or SU16f (2 mg/kg) for 5 consecutive days and subsequently cold challenged for 2 or 7 days (*n* = 8 mice/group). **b**–**d** Representative H&E staining (**b**), Ucp1-IHC (**c**), and Plin1 (blue) and Ucp1 (green) immunostaining (**d**) of dorsolumbar iWAT sections from 7-day cold exposed mice described in (**a**) (×10 or ×20 magnification, scale bars 100 µm). **e** mRNA levels of denoted thermogenic gene expression within dorsolumbar iWAT depots from mice described in (**a**) (*n* = 4 mice/group). **f** Sma-^mGFP+^ cells were FACS isolated from mice described in (**a**) prior to cold exposure. Representative flow cytometric histogram plot of Sma+ beige APCs examined for phosphorylated Stat1. **g** mRNA levels of IL-33 and IL-13 within iWAT depots from 2-day cold exposed mice described in (**a**) (*n* = 3 mice/group). Data are presented as mean values ± SEM. Data were analyzed by two-tailed Student’s *t*-test. Source data are provided within the Source data file.

To assess if pharmacologically targeting Pdgfrβ was age-specific, we treated 2-month-old juvenile male mice with either one dose of vehicle, imatinib, or SU16f for 5 consecutive days and subsequently, mice were cold exposed for 7 days (Supplementary Fig. 9f). We found that vehicle and drug-treated mice appeared to have comparable levels of beige fat appearance and displayed equivalent molecular markers of beige adipocyte induction, resonating with our conditional deletion of *Pdgfrβ* in young and aged mice (Supplementary Fig. 9g–j).

We next assessed if pharmacologically blocking Pdgfrβ induced age-dependent changes in Stat1 phosphorylation and immune cell activation in 12-month-old control mice (Fig. 7a). By flow cytometric analysis, imatinib and SU16f were sufficient to reduce Stat1 levels within Sma+ beige APCs compared to vehicle treatment (Fig. 7f). Moreover, blocking Pdgfrβ signaling also resulted in elevated *IL-33* and *IL-13* mRNA levels after cold exposure (Fig. 7g). Overall, these data suggest that pharmacologically blocking Pdgfrβ restores a declining age-dependent niche circuit, by potentially allowing Sma+ APCs to communicate with immunological cells to create a beige adipogenic niche.

## Discussion

Cold temperatures induce energy burning beige adipocytes to activate metabolism, boosting energy expenditure^10^. This attribute has and continues to attract clinical attention as a therapy to counteract obesity and metabolic disorders^10,58^. However, the inability to generate cold-induced beige fat in ageing humans has created a clinical obstacle to their therapeutic promise^12^. Thus, finding ways to restore beige adipocyte development in adult humans has clinical utility. Here, we reveal an age-dependent upregulation in *Pdgfrβ* expression and signaling which is an essential determinant of beige fat development in adult mammals. The age-dependent ramping of Pdgfrβ signaling via Stat1 appears to be independent of cellular senescence. Instead, Pdgfrβ-Stat1 signaling downregulates *IL-33* expression, impairing type 2 cytokine signaling. The concomitant loss of cold-induced immune cell activation appears to reduce beige adipogenesis. Collectively, these studies put-forth a communication network between beige APCs and immunological cells to generate beige adipocytes that deteriorates with age (Supplementary Fig. 10), potentially fostering metabolic imbalance and age-associated WAT expansion and accumulation.

Complementary functional tests demonstrate that perivascular cells communicate with the immunological niche to regulate beige adipogenic potential^59,60^. For instance, Chawla and colleagues reported that type 2 cytokine signaling results in the recruitment and activation of eosinophils and ILC2s to promote cold-induced beige adipogenesis^17,45^. In addition, Artis and colleagues also established that IL-33-dependent ILC2 recruitment and activation is necessary for beige adipogenesis via ILC2-derived methionine-enkephalin peptides^15^. In further support, Gupta and colleagues showed that Pdgfrβ marked beige APCs are required for beige fat formation and express IL-33^35,61^. Our study strengthens this notion of a beige APC- type 2 cytokine signaling communication network by identifying Pdgfrβ-Stat1 signaling as a mediator of IL-33 WAT availability. That is, hyperactivation of Pdgfrβ signaling—as observed with ageing—reduces IL-33 availability and potentially reduces type 2 cytokine signaling activation. Yet, *Pdgfrβ* deletion induced upregulation of IL-33 alone does not appear to be sufficient to restore beige fat formation and requires cold temperature stimulation. Continued examination into the full extent of Pdgfrβ signaling within APC biology and the type of immunological cells suppressed will be critical to address age-related mechanisms impairing beige fat development. Nevertheless, restoring this pathway, by blocking Pdgfrβ or Stat1 or even bypassing it by adding IL-33, showed revitalized beiging within aged mice. However, additional findings by Goldberg and colleagues revealed that WAT ILC2 immune cell stimulation may be finite. For instance, with advanced ageing, ILC2s become dysfunctional and unresponsive to IL-33 induced activation and dampens cold temperature survival^46^. More studies aimed at understanding beige adipogenic failure will provide critical clues to develop new methods to restore beige fat biogenesis, especially in older individuals and ageing populations.

Our current study supports the notion that beige APCs appear to be senescent but suggest other age-dependent mechanisms can interfere with the beiging process^31,62^. Our previous study supported the notion that ageing beige APCs acquire hyperphosphorylation of p38/MAPK, orchestrating the senescent beige APC signaling pathway^19^. Using RNA-seq, we confirmed changes in cellular aging and senescent-like pathways that might regulate beige APC behavior and function. Nevertheless, still at large are the factors and niche-derived mediators driving beige APC senescence. Moreover, not only are senescent cells present in adult WAT but also can be observed in obese adipose tissue samples. Removal of senescent cells within WAT can restore metabolic health and counteract obesogenic disruption^63^. Critically, obese patients also have an impaired capability to generate cold-induced beige adipocytes and have altered ILC2 activation^15,63–65^. However, it is unclear if Pdgfrβ-Stat1 signaling facilitates obesogenic beige fat failure. Further experimentation into if and how Pdgfrβ expression and signaling becomes augmented during obesity to influence beige fat development remains unrealized. Further, additionally metabolic assessment studies will provide essential insight into Pdgfrβ-mediated metabolic flexibility in ageing. In addition, age-related transcriptional regulatory mechanisms in *Pdgfrβ* gene expression could provide further clarity into how age-associated immunological changes influence WAT health, which could provide new insight into cellular ageing and niche networks.

Cold temperatures induce the generation of beige fat cells; however, there appear to be several beige adipogenic cellular pools such as mural cells, perivascular fibroblast, MyoD+ cells, proliferating Ucp1+ cells, and interconverting adipocytes^35,66–72^. Fate mapping results in young mice support the notion that additional cellular sources, besides Sma-marked perivascular cells, can be stimulated to generate beige adipocytes. Our data also support the notion that Pdgfrβ marked cells are not a major contributor to beige adipocyte generation in young mice^35,39,73^. But this observation appears to be primarily due to *Pdgfrβ* expression which is lower in young beige APCs compared to aged APCs (Fig. 1c, d). Also, what additional cell populations can be provoked to make beige adipocytes in response to Th2 cytokine signaling remain to be fully elucidated. New genetic tools aimed at dual population indelible marking could be valuable to examine the distribution and contribution of cellular sources to beige fat biogenesis under various genetic, pharmacologic, and environmental conditions and duration. Nonetheless, our studies support a cooperation network between Sma+ beige APCs and immune cell activation. Future investigation into how these cellular communication networks change with age could be exploited to inform new strategies to target age-associated fat mass expansion and metabolic decline.

## Methods

### Mouse models

All animal experiments were performed according to procedures approved by the Cornell University Institutional Animal Care and Use Committee under the auspices of protocol number 2017-0063. *Sma-Cre*^*ERT2*^ mouse model was generously obtained from Drs. Pierre Chambon and Daniel Metzger^40^. *Sma-Cre*^*ERT2*^ mice were combined with either Rosa26-^tdtomato^ (stock #007914) or Rosa26-^mTmG^ (stock #007676) mice from Jackson Laboratories. *Sma-Cre*^*ERT2*^ reporter mice were crossed with either Pdgfrβ ^D849V^ (stock #018435) or Pdgfrβ^*fl/fl*^ (stock #010977) from Jackson Laboratories. Offspring were intercrossed for six generations prior to experimentation and were maintained on mixed C57BL6/J-129SV background. To induce recombination, denoted mice were administered one dose of TMX (50 mg/kg; Cayman Chemical: 13258) dissolved in sunflower seed oil (Sigma, item no: S5007) for 2 consecutive days via intraperitoneal (IP) injection. After the final TMX injection, mice were maintained for 7 days at room temperature prior to experimentation, as a TMX washout period. For cold temperature exposure, mice were housed in a 6.5 °C cold chamber (Power Scientific RIS70SD) or mice were maintained at RT (~23–25 °C; ~35% humidity). Mice were maintained in a vivarium on a 14:10-h light/dark cycle with free access to food (Chow diet: Teklad LM-485 Mouse/Rat Sterilizable Diet) and water. All animal experiments were performed on male mice at denoted ages per experiment. All experiments were performed on 3 or more mice per cohort and performed at least twice. Animals were euthanized by carbon dioxide asphyxiation and cervical dislocation was performed as a secondary euthanasia procedure.

#### Physiological measurements

Temperature was monitored daily (~18:00 EST) using a TH-5 Thermalert Clinical Thermometer (Physitemp) attached to a RET-3 rectal probe for mice (Physitemp). The probe was lubricated with glycerol and was inserted 1.27 centimeters (1/2 inch) and temperature was measured when stabilized.

#### Pharmacological administration of imatinib, SU16f, Pdgf-BB, IL-33, anti-IL-33 antibodies, and fludarabine

Mice at denoted ages were administered one dose of vehicle (5% DMSO), imatinib (5 mg/kg; Sigma: SML1027) or SU16f (2 mg/kg; Tocris Bioscience: 3304) dissolved in 5% DMSO 1XPBS solution for 5 consecutive days via IP injection. Recombinant Pdgf-BB or IL-33 were administered to young mice at one dose of vehicle (1X PBS), Pdgf-BB (25 ng/mouse; PeproTech: 315-18), or IL-33 (12 µg/kg; PeproTech 210-33) for 5 consecutive days via IP injection. For anti-IL-33 neutralizing antibody experiments, TMX-induced 12-month-old mice were administered one dose of mouse IgG control (1 µg/mouse; Invitrogen 31903) or anti-IL-33 antibody (1 µg/mouse; R&D systems AF3626) by IP injection for 5 consecutive days. Subsequently, mice were cold temperature challenged. For fludarabine treatments, mice at denoted ages were randomized to one dose of vehicle (5% DMSO) or fludarabine (3 mg/kg; Tocris Bioscience: 3495) for 5 consecutive days via IP injection.

### Human adipose SV samples

Isolated human adipose stromal vascular cells were purchased from Zen-Bio (Research Triangle Park). Cells were isolated from the abdomen and hip of young (23.5 ± 3.87 years) and old (49.33 ± 6.02 years), non-obese BMI (Young 23.43 ± 4.32, Aged 24.67 ± 2.61) female patients^19^. Cells from four patients/group were cultured in DMEM/F12 supplemented with 10% FBS and were only passaged once prior to use. Four cell lines from each group were used, and data are expressed as means ± SEM.

### Adipose SV cell isolation

Fat pads were removed and a pair of inguinal adipose depots from a single mouse were minced and placed in 10 ml of isolation buffer (0.1 M HEPES, 0.12 M NaCl, 50 mM KCl, 5 mM D-glucose, 1.5% BSA, 1 mM CaCl_2_) supplemented with collagenase type I (10,000 units: LS004194) and incubated in a 37 °C incubator with gentle agitation for ~1 h^74^. Serum-free Dulbecco’s modified Eagle’s medium Nutrient Mixture F-12 Ham (Sigma, cat. no. D8900 and D6421) (DMEM/F12) media was added to the digested tissue and strained through a 100 µm cell strainer. Samples were spun at 200 × *g* for 10 min. The supernatant was removed, and the pellet was resuspended in 10 ml of erythrocyte lysis buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA). After a 5-min incubation period, growth media (DMEM/F12 supplemented with 10% fetal bovine serum (FBS)) was added, mixed, and strained through a 40 µm cell strainer. Samples were then spun at 200 × *g* for 5 min. Supernatant was removed and the cell pellet was resuspended in growth media and plated. After 12 h, growth media was removed and replenished.

### Adipogenesis

Isolated SV cells were grown to confluency. To induce beige adipogenesis, confluent cells were treated with beige adipogenic media one (DMEM/F12 supplemented with 5% FBS 10 µg/ml insulin, 1 µM Dexamethasone, 250 µM 3-Isobutyl-1-methylxanthine, 2 nM Triiodothyronine (T3); 250 nM Indomethycin) for 72 h. After 72 h, beige adipogenic media one was removed and replaced with beige adipogenic media two (DMEM/F12 supplemented with 5% FBS 10 µg/ml insulin, 2 nM Triiodothyronine (T3); 250 nM indomethacin). Adipogenesis was assessed by LipidTox™ staining and mRNA expression.

### Lipid staining

At the end of differentiation, media was aspirated, and adipocytes were fixed with 4% paraformaldehyde for 45 min. Adipocytes were washed thrice with 1X TBS for 5 min. Adipocytes were permeabilized using 0.3%TritonX-100 in 1X TBS for 30 min. Adipocytes were washed thrice with 1X TBS for 5 min/wash. Adipocytes were incubated with HSC LipidTox-deep red (1/1000 in 1X TBS) for 45 min rocking in the dark. Adipocytes were washed twice with 1X TBS for 5 min/wash. Adipocytes were then stained with Hoechst (1 µg/ml in 1X TBS) for 10 min. Adipocytes were washed twice with 1X TBS for 5 min/wash. Fluorescent images were collected on a Leica DMi8 inverted microscope system.

### Flow cytometry

The iWAT SVF was isolated as above and resuspended in 1X PBS along with blue fluorescent reactive dye. Cells were then pelleted (1200 rpm for 10 min), resuspended in 0.3–0.5 ml of FACS buffer (2.5% horse serum; 2 mM EDTA in 1X PBS with 1X protease/phosphatase inhibitor cocktail) and filtered through a 5 ml cell-strainer capped FACS tube (BD Falcon). Cell sorting was performed on BD Biosciences FACSAria Fusion, or cells were analyzed on a Thermo-Fisher Attune NxT cytometry. Viable cells were gated from the blue fluorescent reactive dye negative population followed by singlet forward and side scatter pattern and mGFP+ viable cells were sorted. For assessing recombination efficiency, cells were stained for alpha- Smooth Muscle Actin (NBP2-34760V) and analyzed for GFP overlap. For phosphorylated Stat1 and total Pdgfrβ analysis, mGFP+ cells were fixed with 4% PFA for 1 h at room temperature. Subsequently, cells were washed with 1X TBS and permeabilized for 30 min at room temperature with 0.3%TritonX-100 in 1X TBS. Cells were blocked with 5% donkey serum in 1X TBS for 30-min and incubated with primary antibody in 1X TBS with 5% donkey serum overnight at 4 °C. Primary antibodies used were phosphorylated Stat1 (1:200; 9167S Cell Signaling) or total Pdgfrβ (1:200; 4564S Cell Signaling). After washing, secondary antibodies were applied for 2 h at room temperature in the dark, then analyzed. Seconday antibodies used were Cy5 donkey anti-rabbit (1:200; Jackson ImmunoResearch).

### RNA isolation and qPCR

For tissues, ~200 mg of brown adipose tissue or dorsolumbar iWAT, from one mouse, was placed into Precellys tubes containing ceramic beads and 1 ml of TRIzol (Ambion 15596019). Tissues were homogenized in a Precellys 24 homogenizer using the following the settings: 3 pulses at 4500 rpm for 30 seconds with a 30 s rest between pulses with a final rest of 4 min. For cells, TRIzol was directly added to culture dishes and mechanically disrupted. RNA was extracted using the standard chloroform extraction and isopropanol precipitation method. RNA concentrations and quality were determined using a TECAN infinite F-nano^+^ spectrophotometer. 1 µg of RNA was converted to cDNA using the high-capacity RNA to cDNA kit (Life Technologies #4368813). For qPCR, cDNA was diluted 1:10 and added to PowerUp™ SYBR™ Green Master Mix (Life Technologies A25742) along with denoted primers. qPCR analysis was performed on an Applied Biosystems QuantStudio™ 3 Real-Time PCR System using the ΔΔ-CT method compared to the internal control, Rn18s. Data points represent a biological replicate (single mouse or culture). Each data point was performed in a technical quadruplet. qPCR primer sequences can be found in Supplementary Table 1.

### RNA sequencing

The RNAseq project was managed by the Transcriptional Regulation and Expression (TREx) Facility at Cornell University. RNA from the inguinal fat depot was isolated as previously described and submitted to the TREx Facility at Cornell for quality control analysis to determine concentration, chemical purity (Nanodrop), and RNA integrity (Agilent Fragment Analyzer). PolyA+RNA was isolated with the NEBNextPoly(A) mRNA Magnetic Isolation Module (New England Biolabs). 750 ng per sample was used for Directional RNAseq library preparation using the NEBNext Ultra II RNA Library Prep Kit (New England Biolabs) and quantified with a Qubit (dsDNA HS kit; Thermo Fisher). Libraries were then sequenced on an Illumina instrument and 20 M reads generated per library. Basic analysis including preprocessing, mapping to reference genome, and gene expression analysis to generate normalized counts and statistical analysis of differential gene expression was performed by the TREx Facility. Additional analysis including heat map generation and KEGG pathway analysis was performed using Rstudio software.

### Histological analysis

Tissues were dissected and immediately placed in 10% formalin (neutralized with 1X PBS) for 24 h. Tissues were processed using Thermo Scientific™ STP 120 Spin Tissue Processor with the following conditions: Bucket 1: 50% ethanol (45 min); Bucket 2: 70% ethanol (45 min) Bucket 3: 80% ethanol (45 min); Bucket 4 and 5: 95% ethanol (45 min); Bucket 6 and 7: 100% ethanol (45 min); Bucket 8-10: Xylene Substitute (45 min); Bucket 11 and 12: paraffin (4 h each). Tissues were embedded into cassettes using a Histostar™ embedding station. Blocks were refrigerated for at least 24 h prior to sectioning. 8–12-micron tissue sections were generated using a HM-325 microtome using low profile blades. Sections were placed in a 40 °C water bath and positioned on microscope slides. Slides were then baked overnight at 55 °C prior to staining.

#### Hematoxylin and eosin (H&E) staining

Slides were rehydrated using the following protocol: xylene (3 min 3X), 100% reagent alcohol (1 min 2X); 95% reagent alcohol (1 min 2X); water (1 min). Slides were stained in hematoxylin and eosin (H&E) staining for 2 min 30 sec and 10 repeated submerges, respectively. Slides were dehydrated in the reverse order of rehydration steps. Coverslips were mounted with Cytoseal 60 mounting media. Brightfield images were acquired using a Leica DMi8 inverted microscope system.

#### Immunohistochemistry (IHC) + immunofluorescent staining

Slides were rehydrated as previously described. Antigen retrieval was performed using 1X Citrate Buffer, made from 10X stock (Electron Microscopy Sciences R-Buffer A, 10X, pH 6; Catalog: 62706-10), and placed into antigen retriever pressure cooker (EMS Catalog #62706) for 2 h. Slides were permeabilized using 0.3%TritonX-100 in 1X TBS for 30 min and washed thrice in 1xTBS. Slides were blocked with 5% donkey serum in 1X TBS for 30-min and incubated with primary antibody in 1X TBS with 5% donkey/goat serum for either 1 h at RT (21–23 °C) or overnight at 4 °C. The following primary antibodies were used: goat anti-perilipin (1/100; Abcam: ab61682); rabbit anti-Ucp1 (1/200; Abcam: ab10983); mouse anti-DsRed (1/200; Takara: 632392); mouse anti-alpha-smooth muscle actin (1/200; NovusBio 2-34760 V). Secondaries from Jackson ImmunoResearch or Invitrogen were all used at 1/200 dilutions and incubated for 2 h at room temperature. The following secondary antibodies were used: Cy5 donkey anti-goat, Cy5 donkey anti-rabbit, Cy3 donkey anti-rabbit, or 488 donkey anti-mouse. Slides were washed and stained with Hoechst (H3570; Life Technologies) (1 µg/ml in 1X TBS) for 10 min and cover slipped with Thermo Scientific™ Shandon™ Immu-Mount™ mounting media. Fluorescent images were collected on a Leica DMi8 inverted microscope system.

For IHC, peroxidase blocking was performed after primary antibody incubation using 0.3% hydrogen peroxide solution for 10 min at room temperature. Slides were washed 3X for 2 min with 0.05% PBS-Tween 20 and incubated in biotinylated secondary antibody (Vectastain Universal Quick Kit: PK-8800). After another wash, slides were exposed to ABC-Peroxidase Solution for 30 min at room temperature (Vectastain ABC Kit: PK-4000) and washed. Slides were then incubated in peroxidase substrate solution (Peroxidase Substrate Kit Vectastain: SK-4100) and washed then counterstained with hematoxylin for 3 min. Tissue sections were then rinsed with running water for 2–5 min, dehydrated in 95% ethanol (1 min) and 100% ethanol (3 min 2X), and cleared in xylene (5 min 2X). Slides were mounted in Cryoseal 60 mounting media and brightfield images were collected under a Leica DMi8 inverted microscope.

### Beige area quantification

Three 20X immunofluorescent images containing the individual fluorescent channel for Ucp1 from 3 samples/group were quantified utilizing ImageJ Fiji software (3 images/mouse and 3 mice/group were analyzed). Images were converted to the appropriate color threshold and highlighted to determine percent of Ucp1+ fluorescence over total fluorescent signal. Output values were then corrected for background signal and averaged in their respective groups.

### Immunoblotting blot analysis

The iWAT SVF was isolated as above and lysed using 200 µL RIPA Lysis Buffer. In designated experiments, the SVF (prior to RIPA buffer addition) was additionally treated with either vehicle (1X PBS 0.1% BSA) or Pdgf-BB (25 ng/sample) for 15 min in serum-free media, collected and lysed. Lysed samples were then incubated for 30 min on ice, spun at 14,000 G for 15 min at 4 °C, and the supernatant collected. Standard curve and respective protein concentrations for samples were determined and calculated utilizing the protocol provided in the Pierce protein assay kit (Pierce™ BCA Protein Assay - ThermoScientific) and a TECAN infinite F-nano+ spectrophotometer to read absorbance. For sample preparation, the calculated volume of 100 µg of protein per sample was mixed at a 1:1 ratio of 2X SDS/DTT, then heated for 10 min at 100 °C. Prepared samples and protein ladder (Biorad 161-0374) were loaded into a 10% separating and stacking gel (Biorad 4561034). The gel was placed into a Mini-PROTEAN Tetra Electrophoresis Cell chamber (Biorad 1658004) suspended in 1x running buffer (Biorad 1610744) and ran at 90 V for ~2.5 h. Protein was then transferred onto an immobilon PSQ PVDF membrane (Millipore ISEQ0005) in 1X transfer buffer (Biorad 1610771) for 1 h at 100 V on ice. The resulting membrane was removed and washed with 1x TBS-0.1% Tween20 (TBS-T) thrice for 5 min on a rocker at RT. The membrane was then blocked with 5% BSA in 1X TBS-T for 1 h at RT and washed as previously described. Prior to primary antibody addition, the membrane was cut depending on protein molecular weight. Primary antibody in 5% BSA in 1X TBS-T was added at 4 °C, rocking overnight. The primary antibodies used are as follows: rabbit anti-Pdgfrβ (1:1000; Cell Signaling: 4564S); rabbit anti-phosphorylated Pdgfrβ (Y1009) (1:1000; Cell Signaling: 3124S); rabbit anti-Stat1 (1:1000; Millipore 06-501); rabbit anti-phosphorylated Stat1 (1:1000; Invitrogen 33-3400); rabbit anti-GAPDH (1:1000; Cell Signaling: 2118); rabbit anti-beta-tubulin (1:1000; Cell Signaling: 15155S). Membranes were washed again and submerged in secondary antibody for 2 h at room temperature, rocking (1:10,000; ThermoFisher Scientific: donkey anti-rabbit IgG (H + L) Cross-Adsorbed HRP 31458 in 5% BSA 1x TBS-T or 1:5000: ThermoFisher Scientific: donkey anti-rabbit IgG (H + L) Cross-Adsorbed HRP 31458 in 5% Milk 1x TBS-T. Subsequently, membranes were washed as previously described and submerged in a 1:1 solution of SuperSignal™ West Pico PLUS Chemiluminescent Substrate (ThermoScientific: 34580) for 3 min and developed utilizing a FlourChem E system (biotechne® proteinsimple). All uncropped images of blots can be found in the source data files.

### Quantification and statistical analysis

Statistical significance was assessed by two-tailed Student’s t-test for two-group comparisons. Two-way ANOVA followed was used for multiple group comparisons. Individual data points (sample size) are presented and plotted as means. Error bars are expressed as ± SEM. *P* < 0.03 was considered significant in all the experiments. The statistical parameters and the number of mice used per experiment are found in the figure legends. Mouse experiments were performed in biological duplicate or triplicate with at least three mice per group. Cell culture experiments were collected from three or four independent cultures for each sample. The flow cytometric analysis software, FlowJo version 10.8.1, BD FACSDiva Software version 9.4, and Attune Cytometric Software 5.3.2415.0 was used to analyze cell populations and antibody staining. NIH Fiji ImageJ software was used to quantify co-localization, three random fields were assessed from at least three mice/cohort. The Leica Application Suite X Microscope software was used for image acquisition and analyses. Representative H&E staining and immunochemical images were obtained from at least 4–5 replicates per group. RStudio was used for RNAseq statistical analysis, heat map generation, and KEGG pathway analysis. All graphs and statical analysis were performed using GraphPad Prism 7-9 software. Excel was used for raw data collection, analysis, and quantification.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-3

Reporting Summary

## Data Availability

The data that support the findings of this study are available in the source data provided with this paper. The RNA sequencing data that supports the findings of this paper have been deposited in the GSA database under accession code CRA015560. The molecular signature databases used can be found on the GSEAMSigDB website (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp). Source data are provided with this paper.

## Source data

Source Data

## References

[1] Kennedy BK (2014). Geroscience: linking aging to chronic disease. Cell.

[2] Kusminski CM, Bickel PE, Scherer PE (2016). Targeting adipose tissue in the treatment of obesity-associated diabetes. Nat. Rev. Drug Disco..

[3] Vishvanath L, Gupta RK (2019). Contribution of adipogenesis to healthy adipose tissue expansion in obesity. J. Clin. Invest..

[4] Spiegelman BM, Flier JS (2001). Obesity and the regulation of energy balance. Cell.

[5] Ahima RS (2009). Connecting obesity, aging and diabetes. Nat. Med..

[6] McCay CM, Maynard LA, Sperling G, Barnes LL (1939). Retarded growth, life span, ultimate body size and age changes in the albino rat after feeding diets restricted in calories. J. Nutr..

[7] Long JZ (2014). A smooth muscle-like origin for beige adipocytes. Cell Metab..

[8] Berry DC, Jiang Y, Graff JM (2016). Mouse strains to study cold-inducible beige progenitors and beige adipocyte formation and function. Nat. Commun..

[9] Cohen P, Spiegelman BM (2015). Brown and beige fat: molecular parts of a thermogenic machine. Diabetes.

[10] Harms M, Seale P (2013). Brown and beige fat: development, function and therapeutic potential. Nat. Med.

[11] Blondin, D. P. et al. Increased brown adipose tissue oxidative capacity in cold-acclimated humans. *J. Clin. Endocrinol. Metab.***99**, jc20133901 (2014).10.1210/jc.2013-3901PMC421335924423363

[12] Sidossis L, Kajimura S (2015). Brown and beige fat in humans: thermogenic adipocytes that control energy and glucose homeostasis. J. Clin. Invest..

[13] Yoneshiro T (2013). Recruited brown adipose tissue as an antiobesity agent in humans. J. Clin. Invest..

[14] Wang W, Seale P (2016). Control of brown and beige fat development. Nat. Rev. Mol. Cell Biol..

[15] Brestoff JR (2015). Group 2 innate lymphoid cells promote beiging of white adipose tissue and limit obesity. Nature.

[16] Camell CD (2019). Aging induces an Nlrp3 inflammasome-dependent expansion of adipose B cells that impairs metabolic homeostasis. Cell Metab..

[17] Lee MW (2015). Activated type 2 innate lymphoid cells regulate beige fat biogenesis. Cell.

[18] Nussbaum JC (2013). Type 2 innate lymphoid cells control eosinophil homeostasis. Nature.

[19] Berry DC (2017). Cellular aging contributes to failure of cold-induced beige adipocyte formation in old mice and humans. Cell Metab..

[20] Yoneshiro T (2011). Age-related decrease in cold-activated brown adipose tissue and accumulation of body fat in healthy humans. Obesity.

[21] Rogers NH, Landa A, Park S, Smith RG (2012). Aging leads to a programmed loss of brown adipocytes in murine subcutaneous white adipose tissue. Aging Cell.

[22] Zoico E (2019). Brown and beige adipose tissue and aging. Front. Endocrinol..

[23] Ermolaeva M, Neri F, Ori A, Rudolph KL (2018). Cellular and epigenetic drivers of stem cell ageing. Nat. Rev. Mol. Cell Biol..

[24] Campisi J (2013). Aging, cellular senescence, and cancer. Annu. Rev. Physiol..

[25] Tchkonia T, Zhu Y, van Deursen J, Campisi J, Kirkland JL (2013). Cellular senescence and the senescent secretory phenotype: therapeutic opportunities. J. Clin. Invest..

[26] Smith U, Li Q, Ryden M, Spalding KL (2021). Cellular senescence and its role in white adipose tissue. Int. J. Obes..

[27] Palmer AK, Kirkland JL (2016). Aging and adipose tissue: potential interventions for diabetes and regenerative medicine. Exp. Gerontol..

[28] Berry DC, Jiang Y, Graff JM (2016). Emerging roles of adipose progenitor cells in tissue development, homeostasis, expansion and thermogenesis. Trends Endocrinol. Metab..

[29] Altshuler-Keylin S (2016). Beige adipocyte maintenance is regulated by autophagy-induced mitochondrial clearance. Cell Metab..

[30] Camell CD (2017). Inflammasome-driven catecholamine catabolism in macrophages blunts lipolysis during ageing. Nature.

[31] Wang W (2019). A PRDM16-driven metabolic signal from adipocytes regulates precursor cell fate. Cell Metab..

[32] Chi J (2018). Three-dimensional adipose tissue imaging reveals regional variation in beige fat biogenesis and PRDM16-dependent sympathetic neurite density. Cell Metab..

[33] Armulik A, Genove G, Betsholtz C (2011). Pericytes: developmental, physiological, and pathological perspectives, problems, and promises. Dev. Cell.

[34] Tallquist M, Kazlauskas A (2004). PDGF signaling in cells and mice. Cytokine Growth Factor Rev..

[35] Vishvanath L (2016). Pdgfrbeta+ mural preadipocytes contribute to adipocyte hyperplasia induced by high-fat-diet feeding and prolonged cold exposure in adult mice. Cell Metab..

[36] Cattaneo P (2020). Parallel lineage-tracing studies establish fibroblasts as the prevailing in vivo adipocyte progenitor. Cell Rep..

[37] Jiang Y (2017). A PPARgamma transcriptional cascade directs adipose progenitor cell-niche interaction and niche expansion. Nat. Commun..

[38] Shao, M. et al. Pathologic HIF1alpha signaling drives adipose progenitor dysfunction in obesity. *Cell Stem Cell***28**, 685–701 (2021).10.1016/j.stem.2020.12.008PMC802660733539723

[39] Gao Z, Daquinag AC, Su F, Snyder B, Kolonin MG (2018). PDGFRalpha/PDGFRbeta signaling balance modulates progenitor cell differentiation into white and beige adipocytes. Development.

[40] Wendling O, Bornert JM, Chambon P, Metzger D (2009). Efficient temporally-controlled targeted mutagenesis in smooth muscle cells of the adult mouse. Genesis.

[41] Muzumdar MD, Tasic B, Miyamichi K, Li L, Luo L (2007). A global double-fluorescent Cre reporter mouse. Genesis.

[42] Jiang Y, Berry DC, Tang W, Graff JM (2014). Independent stem cell lineages regulate adipose organogenesis and adipose homeostasis. Cell Rep..

[43] Hart CE (1988). Two classes of PDGF receptor recognize different isoforms of PDGF. Science.

[44] Olson LE, Soriano P (2011). PDGFRbeta signaling regulates mural cell plasticity and inhibits fat development. Dev. Cell.

[45] Qiu Y (2014). Eosinophils and type 2 cytokine signaling in macrophages orchestrate development of functional beige fat. Cell.

[46] Goldberg EL (2021). IL-33 causes thermogenic failure in aging by expanding dysfunctional adipose ILC2. Cell Metab..

[47] Jiang Y, Berry DC, Graff JM (2017). Distinct cellular and molecular mechanisms for beta3 adrenergic receptor-induced beige adipocyte formation. Elife.

[48] Klein Wolterink RG (2012). Pulmonary innate lymphoid cells are major producers of IL-5 and IL-13 in murine models of allergic asthma. Eur. J. Immunol..

[49] Chen S, Chen B, Wen Z, Huang Z, Ye L (2017). IL-33/ST2-mediated inflammation in macrophages is directly abrogated by IL-10 during rheumatoid arthritis. Oncotarget.

[50] He C (2017). STAT1 modulates tissue wasting or overgrowth downstream from PDGFRbeta. Genes Dev..

[51] He CY (2015). PDGFR beta signalling regulates local inflammation and synergizes with hypercholesterolaemia to promote atherosclerosis. Nat. Commun..

[52] Kopach P (2014). IFN-gamma directly controls IL-33 protein level through a STAT1- and LMP2-dependent mechanism. J. Biol. Chem..

[53] Frank DA, Mahajan S, Ritz J (1999). Fludarabine-induced immunosuppression is associated with inhibition of STAT1 signaling. Nat. Med.

[54] Ricci F, Tedeschi A, Morra E, Montillo M (2009). Fludarabine in the treatment of chronic lymphocytic leukemia: a review. Ther. Clin. Risk Manag.

[55] Zimmermann J (1996). Phenylamino-pyrimidine (PAP) - derivatives: a new class of potent and highly selective PDGF-receptor autophosphorylation inhibitors. Bioorg. Med. Chem. Lett..

[56] Sun L (1999). Design, synthesis, and evaluations of substituted 3-[(3- or 4-carboxyethylpyrrol-2-yl)methylidenyl]indolin-2-ones as inhibitors of VEGF, FGF, and PDGF receptor tyrosine kinases. J. Med. Chem..

[57] Schmahl J, Raymond CS, Soriano P (2007). PDGF signaling specificity is mediated through multiple immediate early genes. Nat. Genet..

[58] Seale P, Kajimura S, Spiegelman BM (2009). Transcriptional control of brown adipocyte development and physiological function—of mice and men. Genes Dev..

[59] Mahlakoiv T (2019). Stromal cells maintain immune cell homeostasis in adipose tissue via production of interleukin-33. Sci. Immunol..

[60] Spallanzani RG (2019). Distinct immunocyte-promoting and adipocyte-generating stromal components coordinate adipose tissue immune and metabolic tenors. Sci. Immunol..

[61] Shan B (2021). Cold-responsive adipocyte progenitors couple adrenergic signaling to immune cell activation to promote beige adipocyte accrual. Genes Dev..

[62] Tajima K (2019). Mitochondrial lipoylation integrates age-associated decline in brown fat thermogenesis. Nat. Metab..

[63] Palmer AK (2019). Targeting senescent cells alleviates obesity-induced metabolic dysfunction. Aging Cell.

[64] Xu M (2018). Senolytics improve physical function and increase lifespan in old age. Nat. Med..

[65] Brychta RJ (2019). Quantification of the capacity for cold-induced thermogenesis in young men with and without obesity. J. Clin. Endocrinol. Metab..

[66] Park, J. et al. Progenitor-like characteristics in a subgroup of UCP1+ cells within white adipose tissue. *Dev. Cell***56**, 985–999 (2021).10.1016/j.devcel.2021.02.018PMC802675133711247

[67] Chen Y (2019). Thermal stress induces glycolytic beige fat formation via a myogenic state. Nature.

[68] Rosenwald M, Perdikari A, Rulicke T, Wolfrum C (2013). Bi-directional interconversion of brite and white adipocytes. Nat. Cell Biol..

[69] Tang W (2008). White fat progenitor cells reside in the adipose vasculature. Science.

[70] Berry R, Rodeheffer MS (2013). Characterization of the adipocyte cellular lineage in vivo. Nat. Cell Biol..

[71] Lee YH, Petkova AP, Mottillo EP, Granneman JG (2012). In vivo identification of bipotential adipocyte progenitors recruited by beta3-adrenoceptor activation and high-fat feeding. Cell Metab..

[72] Lee S (2022). Remodeling of gene regulatory networks underlying thermogenic stimuli-induced adipose beiging. Commun. Biol..

[73] Sun C (2020). Mosaic mutant analysis identifies PDGFRalpha/PDGFRbeta as negative regulators of adipogenesis. Cell Stem Cell.

[74] Hausman DB, Park HJ, Hausman GJ (2008). Isolation and culture of preadipocytes from rodent white adipose tissue. Methods Mol. Biol..

# Supplementary material for: Age-dependent Pdgfrβ signaling drives adipocyte progenitor dysfunction to alter the beige adipogenic niche in male mice
**Source:** Nat Commun. 2023 Mar 31;14:1806. doi: 10.1038/s41467-023-37386-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Bulk mRNA-seq analysis of 2 vs. 12-month-old SVF

**Supplementary Data 2:** GSEA Results: Gene sets enriched in 12 month old SVF

**Supplementary Data 3:** Bulk mRNA-seq analysis of 12 month cont vs. 12 month old PB KO SVF

# Supplementary material for: Age-dependent Pdgfrβ signaling drives adipocyte progenitor dysfunction to alter the beige adipogenic niche in male mice
**Source:** Nat Commun. 2023 Mar 31;14:1806. doi: 10.1038/s41467-023-37386-z
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Excel, Leica Application suite X, FlowJo version 10.8.1 , QuantStudio, BD FACSDiva Software version 9.4, Attune Cytometric Software 5.3.2415.0 |
| Data analysis   | Excel, Prism Graphpad7-9, FlowJo version 10.8.1, NIH-ImageJ software version 2.9.0/1.53t, Leica Application suite X and Rstudio version 4.2.1  |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during and/or analysed during the current study are all available within the source data files provided with the manuscript. The RNA sequencing data that supports the findings of this paper have been deposited in the GSA database under accession code CRA015560. The molecular signature databases used can be found on the GSEAMSigDB website (<https://www.gsea-msigdb.org/gsea/msigdb/index.jsp>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For all experiments, a minimum n of 3, with all experiments performed twice was chosen. This was determined based upon similar studies in this field, as being sufficient for quantification purposes, and upon variability observed in past experiments of similar nature. In addition, this was chosen for practical purposes, taking into consideration the age of the mice required for most experiments (1 year) and animal costs. |
| Data exclusions | No data were excluded from the study                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | Mouse experiments were performed in biological duplicate or triplicate with at least three mice per group. Cell culture experiments were collected from three or four independent cultures for each sample. For all experiments, all attempts at replication were successful yielding similar results.                                                                                                                                  |
| Randomization   | Mice were fully randomized to treatments throughout the study.                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | Experimental design and execution of in vivo and in vitro experiments were not blinded due to lack of trained personnel in the lab but all data analysis and image quantification were blinded.                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used in this study are as follows:<br>total Pdgfrb: (4564S Cell Signaling, lot 6)<br>total Stat1: (Millipore 06-501, lot 3932871)<br>phosphorylated Stat1: (9167S Cell Signaling, lot 29) |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

B-tubulin: (15115S Cell signaling lot 3)  
 Gapdh: (2118 Cell Signaling lot 14)  
 phosphorylated Pdgfrb: (Y1009) (3124S Cell Signaling, lot 3)  
 phosphorylated P38: (4511S Cell Signaling, lot 13)  
 goat anti-perilipin: (abcam: ab61682, lot GR3456526-1)  
 mouse anti-alpha-smooth muscle actin: (NovusBio 2-34760V, lot 59-1XPABX170905)  
 rabbit anti-Ucp1: (abcam: ab10983, lot GR3432957-1)  
 mouse anti-DsRed: (Takara: 632392, lot 1906751A)  
 Cy5 donkey anti-goat: (Invitrogen A21447, lot 2465096)  
 Cy5 donkey anti-goat: (Jackson Laboratories 705-175-147)  
 Cy5 donkey anti-rabbit: (Invitrogen A10523, lot 2156245)  
 Cy5 donkey anti-rabbit: (Jackson Laboratories 711-175-152)  
 Cy3 donkey anti-rabbit: ( Jackson Laboratories 711-165-152, lot 134989)  
 488 donkey anti-mouse: ( Invitrogen A21042, lot 2160416)  
 488 donkey anti-mouse: (Jackson Laboratories 715-545-150)  
 ThermoFisher Scientific donkey anti-rabbit IgG (H+L) Cross-Adsorbed HRP 31458

## Validation

All antibodies in this study were used and validated according to the provided data sheets and references for the specific technique (western blot, immunostaining, or flow cytometry) found directly on the manufacturer's website. All used dilutions can be found within the methods section of the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All animal experiments were performed according to procedures approved by the Cornell University Institutional Animal Care and Use Committee under the auspices of protocol number 2017-0063. Sma-CreERT2 mouse model was generously obtained from Drs. Pierre Chambon and Daniel Metzger 40. Sma-CreERT2 mice were combined with either Rosa26-tdtomato (stock #007914) or Rosa26-mTmG (stock #007676) mice from Jackson Laboratories. Sma-CreERT2 reporter mice were crossed with either PdgfrB D849V (stock #018435) or PdgfrBfl/fl (stock #010977) from Jackson Laboratories. Offspring were intercrossed for six generations prior to experimentation and were maintained on mixed C57BL6/J-129SV background. To induce recombination, denoted mice were administered one dose of TMX (50 mg/Kg; Cayman Chemical: 13258) dissolved in sunflower seed oil (Sigma, item no: S5007) for two consecutive days via intraperitoneal (IP) injection. After the final TMX injection, mice were maintained for seven days at room temperature prior to experimentation, as a TMX washout period. For cold temperature exposure, mice were housed in a 6.5°C cold chamber (Power Scientific RIS70SD) or mice were maintained at RT (~23-25°C; ~35% humidity). Mice were maintained in a vivarium on a 14:10-hour light/dark cycle with free access to food and water. All animal experiments were performed on 3 or more male mice per cohort and performed at least twice. All experiments were performed on male mice at 2-, 6-, 12-, and 24-months of age.

## Wild animals

No wild animals were used in the study

## Reporting on sex

Male mice were used in this study

## Field-collected samples

No field collected samples were used in the study

## Ethics oversight

Cornell University Institutional Animal Care and Use Committee under the auspices of protocol number 2017-0063.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

The iWAT SVF was isolated and resuspended in 1X PBS along with blue fluorescent reactive dye. Cells were then pelleted (1,200 rpm for 10 minutes), resuspended in 0.3-0.5 ml of FACS buffer (2.5% horse serum; 2 mM EDTA in 1X PBS with 1X protease/phosphatase inhibitor cocktail) and filtered through a 5 ml cell-strainer capped FACS tube (BD Falcon). Cell sorting was performed on BD Biosciences FACSria Fusion or cells were analyzed on a Thermo-Fisher Attune NxT cytometry. Viable cells were gated from the blue fluorescent reactive dye negative population followed by singlet forward and side scatter pattern and mGFP+ viable cells were sorted. For recombination efficiency analysis, cells were stained for alpha-SMA (NovusBio 2-34760V) and analyzed for SMA/GFP double positivity. For phosphorylated Stat1 and total Pdgfr analysis, mGFP

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | + cells were fixed with 4% PFA for 1 hour at room temperature. Subsequently, cells were washed with 1X TBS and permeabilized for 30 minutes at room temperature with 0.3% TritonX-100 in 1X TBS. Cells were blocked with 5% donkey serum in 1X TBS for 30-minutes and incubated with primary antibody in 1X TBS with 5% donkey serum overnight at 4°C. Primary antibodies used were phosphorylated Stat1 (1:200; 9167S Cell Signaling) or total Pdgfr (1:200; 4564S Cell Signaling). After washing, secondary antibodies were applied for 2 hours at room temperature in the dark, then analyzed. Secondary antibodies used were Cy5 donkey anti-rabbit (1:200; Jackson ImmunoResearch). |
| Instrument                | BD Biosciences FACS Aria Fusion or cells were analyzed on a Thermo-Fisher Attune NxT cytometry                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Software                  | BD FACSDiva Software version 9.4, Attune Cytometric Software 5.3.2415.0, and FlowJo software was used to analyze and collect data                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Cell population abundance | For flow cytometry cell purity was determined using initial live/ dead cell staining and FSC/SSC gating to remove doublets. A minimum of 10,000 events was recorded for each experiment with >90% purity                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | Viable cells were gated from the blue fluorescent reactive dye negative population followed by singlet forward and side scatter pattern. The preliminary FSC/SSC gates of the starting cell population were located at ~200K and ~75K, respectively. For antibody staining and applying the proper compensation matrix, a negative control and single stained sample was brought for each antibody and fluor used to specify the boundary between "positive" and negative" cell populations. No gating was applied for histograms.                                                                                                                                                       |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

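RNA sequencing was read from the SVF of inguinal depots of 12 male mice at room temperature, 4 controls of 2 months, 4 controls of 12 months and 4 Pdgfrβ-KO mice of 12 months, with 1 library per mouse. The paper names polyadenylated RNA, a directional kit and the sequencing facility. Each deposited value is a score made by the authors before deposition: the count of a gene divided by the size factor of its library from DESeq2 1.26.0 and rounded to a whole number. Before that the authors trimmed the reads with Trim Galore 0.6.0 and cutadapt, checked them with FastQC and mapped them to GRCm38 with STAR 2.7.0e. One deposited table holds the controls of both ages and the other holds the 12-month controls and the Pdgfrβ-KO libraries. Each lists 55536 genes, of which 55450 identifiers are in GENCODE vM21 (GRCm38), the source of all coordinates (counted from 1). In the first table 27 gene names had been turned into dates and 1 gene, Cdk1, carried a wrong identifier, so names and identifiers were taken from the other table. That table has 4 lines with no gene and 5 empty columns, which were left out. There were 0 other columns of values per sample.
The values of the 12-month controls were equal in both tables in 100% of genes, and the size factors estimated for the 12 libraries had a geometric mean of 1.02, so the 12 libraries appear to share a normalization. Each comparison was nevertheless fitted on its own 8 libraries, as had been set. The size factor of a library was estimated from the gaps and doublings that division and rounding leave in its low values, and the counts behind a library are its deposited total times this factor. For Pdgfrβ-KO replicate 4 the factor 1.018 could also be 2.036, and its counts then 2 times as many as those given. On simulated columns the estimate had an error of 0% for 4 factors.
Values were tested on the scale log2(value + 1) with limma 3.58.1 in R 4.3.3, with a trend in the variance and robust estimation, two-sided, at an adjusted p under 0.05 (Benjamini-Hochberg). A gene was tested when at least 4 of the 8 libraries had a value of at least 10, which kept 16399 genes for age and 16344 for Pdgfrβ-KO. Pdgfrb and Il33 also had an exact permutation test over 70 regroupings of the libraries. Tables, permutations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The test was tried on simulated counts, drawn for 8 libraries from the means and spreads of 1 group with the estimated size factors, in which a known set of genes was changed. It recovered 65 of 67 genes changed 2-fold and 66 of 66 changed 4-fold in each comparison. A list raised 1.5-fold was called, and 0 of 38 other lists were called by camera. On other splits of the real libraries camera called a median of 12.5 lists for age and 12 for Pdgfrβ-KO. The simulation therefore does not give the rate of false list calls in the real libraries. The count of neighbouring changed genes had a permutation p of 0.305 with no block planted and of 0.0005 with 10 blocks planted.
The lists, 40 in number, were the genes the paper names, PDGF ligands and receptors, early PDGF targets, p53 targets, p53 pathway components, the p38 Mapk cascade, senescence and its secreted factors, interferon-induced genes, type 2 immunity, thermogenic genes, mature adipocytes, fibroblastic progenitors, mural, endothelial and lymphatic endothelial cells, macrophages, dendritic cells, neutrophils, mast cells and eosinophils, B cells, plasma cells, T cells, NK and innate lymphoid cells, lymph node stroma, germinal centres, skin epithelium, glandular epithelium, skeletal muscle, erythroid cells, Schwann cells, mesothelium, collagen and matrix, proliferation, immediate early genes, ribosomal proteins, proteasome, lysosome, oxidative phosphorylation, the mitochondrial genome, and Y-linked genes with Xist. The mesothelial list had 1 of 7 genes past the filter and was not tested, and Xist did not pass the filter. Lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over the lists of a comparison.
The text may name every gene the paper names, the 10 higher and 10 lower genes of each comparison with the largest log2 fold change among those past the threshold with a mean of at least 100 and no overlap of the groups (predicted genes, pseudogenes and variable segments of antigen receptors left out), up to 4 members of each list past the threshold with the smallest p and up to 2 that did not pass, and any gene in a count of 5 or fewer. Values of genes in the shortened Supplementary Data 1 and 3, and the sets of Supplementary Data 2, had been seen when this rule and the lists were written.
Alternatives were pseudocounts of 0.5 and 5, no filter on low values, a mean of at least 50, rescaling by TMM factors, quantile normalization, limma without trend and robust estimation, weights per library, the replicate number as a block, each library left out in turn, other thresholds, an estimated correlation and fry for the lists, splits of the shared controls, genes called in either comparison, a fold change of at least 4, and windows of 5 and 20 Mb around Pdgfrb in place of 10 Mb. Thinning all libraries to the depth of the shallowest and 1 fit of the 12 libraries were added after the data were seen. Count models were not run, because whole counts could not be recovered for both groups of a comparison. The measurements of the paper other than RNA sequencing of SVF have no deposited table and were not analysed, and some genes are not reported here.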

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

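The tests of thinned libraries, of lymph node, of the share of progenitors and of read depth for muscle were chosen after the results they bear on were seen, and the test of muscle carry-over was set before.
Groups of genes that the paper's text does not describe for these libraries changed with age, among them lysosomal genes, which are a set in its Supplementary Data 2. Macrophage genes were higher in 19 of 26, lysosomal genes in 24 of 36, mast cell and eosinophil genes in 8 of 11, plasma cell genes in 7 of 13 (4 without 12-month replicate 3 or without 12-month replicate 4) and mature adipocyte genes in 11 of 22. Genes of the mitochondrial genome were lower in 10 of 10 and Schwann cell genes in 10 of 11. All counts are of genes past an adjusted p of 0.05 from limma.
In Pdgfrβ-KO SVF, proliferation genes were higher in 26 of 34, macrophage genes in 18 of 26 and neutrophil genes in 5 of 10, and skeletal muscle genes were lower in 13 of 18. The paper's text does not report these groups for these libraries.
Macrophage and proliferation genes rose together in Pdgfrβ-KO SVF, 44 genes in all, and 3 technical explanations were tested. Fewer counts in the Pdgfrβ-KO libraries are argued against by the libraries thinned to the depth of the shallowest. In these, 26 proliferation and 18 macrophage genes were higher, as many as without thinning, though they were not compared gene by gene. Carried-over lymph node is argued against by the T cell genes, whose median log2 fold change was -0.22 (SD 0.34 over genes) where the macrophage list had 1.33, as the whole cause and not as a part, since lymph node stromal genes had a median of 0.38 and B cell genes 0.35 (8 of 18 higher at an unadjusted p under 0.05). A lower share of progenitors, which would raise the genes of every other cell type alike, is argued against by lists that moved apart, 4 of 4 chosen ones (T cells, NK and innate lymphoid cells, endothelial and mural cells) having medians of -0.22, -0.41, -0.21 and -0.44 while neutrophil, erythroid, plasma cell and mast cell and eosinophil genes had 1.70, 1.28, 0.47 and 0.39. No table links the proliferation genes to macrophages, and a change in the number or the division of macrophages and differences in strain background or preparation between the groups were not tested and stay open.
Skeletal muscle genes were lower in Pdgfrβ-KO SVF, with Myh4 at 1047 in control and 56.5 in Pdgfrβ-KO libraries on average, and skin and glandular epithelial genes had medians of -0.96 and -1.17 there (4 of 7 and 7 of 12 lower at an unadjusted p under 0.05). Fewer counts in the Pdgfrβ-KO libraries are argued against by the thinned libraries, in which 13 genes of the list were lower, as many as without thinning. Pieces of muscle carried over with the depot, in amounts that vary from mouse to mouse, stay open. Muscle genes varied together in the 2-month libraries (mean correlation 0.888, at most 0.289 in 1000 random lists of equal size). Random lists cannot decide this, because lists of other genes varied together too. The correlation that camera estimated for age was 0.853 for muscle, 0.823 for the mitochondrial genome and 0.767 for blood endothelial genes. It was lower in many other lists. Muscle genes expressed by other cells of the fraction were not tested, and an effect of the deletion itself stays open.
Of 282 groups of 4 libraries tested for the named genes on the log2 scale, 11 had a library far from the others, and chance gives about 5% by Dixon's test. Among the 2-month libraries, replicate 1 had 148 normalized counts of Ighg2c against 22, 28 and 22, and replicate 4 had 283 of Cnn1 against 406, 410 and 408. In the 12-month controls, replicate 1 had 142 of Hpgds against 222, 239 and 242. Replicate 2 of this group had 743 of Cd4 against 1508, 1348 and 1364, and 2487 of Mndal against 3216, 3118 and 3233. Replicate 3 had 847 of Ccl7 against 1442, 1455 and 1343, and 234 of Gdpd3 against 2062, 2599 and 1997. In replicate 4 Plin1 had 380 against 520, 524 and 525. Of the Pdgfrβ-KO libraries, replicate 1 had 25 of Trim5 against 4, 4 and 3, and replicate 4 had 966 of Clec11a against 1243, 1244 and 1275 and 141 of Cxcr2 against 97, 95 and 90.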

How the results depend on the processing

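The fits of thinned libraries and of the 12 libraries together were chosen after the data were seen, and all other alternatives were set beforehand. The number of genes changed with age stayed within 1.5 times of 3727 in 19 of 24 alternatives. It was 1608 at an adjusted p under 0.01, 953 with a fold change of at least 2 and 1956 with at least 1.5, which are stricter by construction, and lay between 2356 (without 2-month replicate 4) and 3961 (without 12-month replicate 3) with 1 library left out, with 2454 without 2-month replicate 3. The number changed in Pdgfrβ-KO, 1539, stayed within that range in 14 of 24. By the threshold it was 507 at an adjusted p under 0.01, 2664 under 0.1, 3465 at an unadjusted p under 0.03 and 601 with a fold change of at least 2. It was 2542 in 1 fit of the 12 libraries, and between 859 and 1878 with 1 library left out (895, 885 and 859 without control replicates 1, 2 and 3 and 889 without Pdgfrβ-KO replicate 1). With the replicate number as a block it was 2380 (3116 for age), although libraries of equal number were most alike for 1 of 4 numbers in each comparison, so that the numbers do not pair the mice. The cause of this rise and that of the 12-library fit was not tested.
Pdgfrb kept its direction with age in 19 of 19 alternatives and passed in 1, without 12-month replicate 4, with log2 fold changes between 0.25 and 0.54 when 1 library was left out. Its decrease in Pdgfrβ-KO passed in 19 of 19. Il33 in Pdgfrβ-KO passed only with the replicate block (0.54, adjusted p 0.0235 in a range of 0.0235 to 0.191), and with age in 0 of 19 (limma, adjusted p from 0.0682). The causes were not tested.
Camera with an estimated correlation called 0 lists in each comparison (3 for age and 2 for Pdgfrβ-KO at an unadjusted p under 0.05), and fry called 16 for age and 7 for Pdgfrβ-KO, against 23 and 20 from camera with the preset correlation. The p38 cascade had an adjusted p of 0.0682 after quantile normalization, 0.474 with an estimated correlation and 0.0255 to 0.0786 with 1 library left out. The p53 components had 0.447 with an estimated correlation, and the p53 targets 0.0310 with fry. A change of test or correlation is a change of the question asked, and the other causes were not tested.
The correlation of the changes in both comparisons, -0.0304 over genes, was 0.0579, 0.0445 and 0.0595 with the shared controls split between them, a sign that the sharing itself lowers it. The odds ratio of changed genes near Pdgfrb at 20 Mb was 0.951 for age and 1.42 for Pdgfrβ-KO. Prdm16 in Pdgfrβ-KO was higher in place of lower with weights per library (0.00215), without control replicate 3 (0.0739) and without Pdgfrβ-KO replicate 1 (0.00845), between -0.132 and 0.0739 with 1 library left out, and Mapk14 without control replicate 3 (0.0108) and Pdgfrβ-KO replicates 1 (0.0251) and 2 (0.00881), between -0.0981 and 0.0251, all on the log2 scale and none past the threshold. Of the 75 genes named for age that passed, 73 passed in all 19 alternatives, and of the 50 for Pdgfrβ-KO 46. Many of these genes were named for a small p or a large change, so this does not stand for all calls. Of all calls for age, 62.1% were kept without 2-month replicate 4. For Pdgfrβ-KO, 53.7% were kept without control replicate 3. Depth limits the genes of low value, and Pdgfrβ-KO replicates 1 to 3 had the fewest counts. Count models were not run.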

Differences from the paper's values

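The paper reports over 3400 genes changed with age and names no threshold beside this count. The number found, 3727 at an adjusted p under 0.05, lies within 1.5 times of it, as do 17 of the 22 alternatives set before the data were examined. Those outside are 1608 at an adjusted p under 0.01, 5299 under 0.1, 5169 at an unadjusted p under 0.03 (the threshold that the paper's statistics give for all experiments), 953 with a fold change of at least 2 and 1956 with at least 1.5.
The paper states that Pdgfrβ was upregulated with age. The direction was the same, but the log2 fold change of 0.40 did not pass, with an adjusted p of 0.0680 from limma, and 3 of 4 12-month libraries lay above all 2-month libraries. It passed without 12-month replicate 4 (0.54, adjusted p 0.0141), in a range of 0.0141 to 0.137 over 19 alternatives.
The paper reports an upregulation of IL-33 in Pdgfrβ-KO SVF. Il33 was higher in 4 of 4 Pdgfrβ-KO libraries than in any control library, with a log2 fold change of 0.54 and an adjusted p of 0.0784 from limma, which was 0.0235 with the replicate number as a block, in a range of 0.0235 to 0.191 over 19 alternatives.
The paper states that expression of senescence inducers was equivalent in control and Pdgfrβ-KO depots, which it measured in iWAT and not in the sequenced SVF. In the SVF, 5 of 38 senescence genes were higher and 5 were lower, and Cdkn2a was higher by 1.22 on the log2 scale at an adjusted p of 0.0360 from limma, in a range of 0.0274 to 0.117 over 18 alternatives and above 0.05 in 6 of them.
At the general threshold of the paper, an unadjusted p under 0.03, Pdgfrb with age and Il33 in Pdgfrβ-KO pass in limma (p = 0.0179 and 0.0104).
Supplementary Data 2 is titled as sets enriched in 12-month-old SVF. In 186 of its 186 sets the sign of the paper's normalized enrichment score is opposite to the mean log2 fold change, 12 against 2 months, of the leading genes it lists, also in 54 of 54 at an adjusted p under 0.05. For the p53 pathway the paper's score is 1.67 and the mean of its leading genes was -0.45, and for the Mapk pathway the paper's score is 1.37 and the mean was -0.59. With the direction of the scores taken as 2 against 12 months the signs are the same, and more genes of the p38 and p53 lists were lower than higher at 12 months here.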

Other observations

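The comparison of ages and that of Pdgfrβ-KO with control both held changes in groups of genes that the paper does not follow. The tests of chance spacing, of the Trim genes, of an interferon response and of correlation without immunoglobulin genes were chosen after the result was seen, and the other tests were set before.
Neighbouring genes were switched on or off together with age. Of 196 genes changed at least 4-fold, 78 (39.8%) lay in 7 blocks, stretches with at least 3 such genes no more than 1 Mb apart (without immunoglobulin genes 42 of 159 in 5 blocks), and 34 pairs of neighbours were both changed where chance gave 2.32 on average (p = 0.0001, the smallest that 10000 permutations can give), or 18 against 1.56 without immunoglobulin genes. An interferon response is argued against by the 54 interferon-induced genes outside the blocks (median log2 fold change -0.17, SD 0.32), and reads moved between the similar Trim genes by a summed fall of 178.5 against a rise of 2927 normalized counts over 10 genes. For whole blocks, 2 of 7 changed in their sum by over 1.5 times, both of immunoglobulin genes, but in the others genes outside the pattern enter the sum and can hide a change, so that reads moved within these, apart from the Trim genes, cannot be told apart from a change of their genes. Stretches of different strain origin in these mice of mixed background may explain blocks. Genes of a block varied together across the Pdgfrβ-KO libraries (mean absolute correlation 0.606 against 0.551 between blocks, permutation test, p = 0.0172). That rested on immunoglobulin loci (0.526 against 0.505 without them, permutation test, p = 0.174). Over 4 libraries this cannot decide for or against strain origin. Age alone is argued against for Trim34a, Trim5, Trim12a and Trim30d, which were lower in every Pdgfrβ-KO library than in any 12-month control. An effect of the deletion on them stays open. Ifi202b ranged from 2 to 2342 among Pdgfrβ-KO libraries. Klra8 went with age, with 0 at 2 months, 55 to 78 in 12-month controls and 30 to 62 in Pdgfrβ-KO libraries.
The blocks were on chromosome 1 (up to 174031810), chromosome 5 from 136741759 to 137963098, chromosome 6 from 68302427 to 69576500 and from 128778485 to 131292338, chromosome 7 from 104244457 to 106604035, and chromosome 12 from 103728156 to 104269372 and from 113254830 to 116000461. Trim12a, on chromosome 7, had 0 to 6 normalized counts at 2 months, 1422 to 1692 in the 12-month controls and 5 to 81 in Pdgfrβ-KO libraries. Ifi202b, on chromosome 1, had 1548 to 2688 at 2 months, 0 to 92 in the 12-month controls and 2, 2342, 147 and 1734 in the Pdgfrβ-KO libraries. In Pdgfrβ-KO, 14 genes changed at least 4-fold (10.9%) lay in 3 blocks, with 10 pairs of neighbours against 1.02 by chance, and the sum over the 12 tested genes of the Trim block went from 5795 to 3130 (ratio 0.540) with no overlap of the libraries. Over all changed genes the pairs were 1006 against 844 for age and 201 against 144 for Pdgfrβ-KO (permutation test, p = 0.0001 each). Within 10 Mb of Pdgfrb, 17 of 106 genes were changed in Pdgfrβ-KO (16.0%, against 9.37% elsewhere; odds ratio 1.85, Fisher's exact test, p = 0.0281), at 5 Mb the odds ratio was 2.07 (p = 0.0334) and at 20 Mb 1.42 (p = 0.129). For age the odds ratio at 10 Mb was 1.12 (26 genes changed, Fisher's exact test, p = 0.640).
Other splits of the same 8 libraries did not reach the number of changed genes, of 35 splits 1 being the real one. For age the real number was 3727 and the highest of the others 1, and for Pdgfrβ-KO 1539 and 0 (limma). The real split ranked first of 35 in both, the strongest result that 35 splits allow. The other splits mix the groups, which adds the group difference to the spread and lowers their numbers. The ranking does not tell age or the deletion from other differences between the groups. For lists called by camera the real numbers were 23 and 20 and the highest of the others 21 and 18 (medians 12.5 and 12), again 1 of 35 each.
Both comparisons share the 12-month controls, which alone makes their changes opposed. Over 15989 genes, which are not independent replicates, the correlation of the log2 fold changes was -0.0304 (covariance -0.00889), against -0.501 (-0.0271) in 100 pairs simulated with no change, and 0.0445 to 0.0595 with the controls divided between the comparisons. Among 4576 genes called in either comparison it was -0.0738. Of genes higher with age, 167 were lower in Pdgfrβ-KO (84.4 by independence, 0 simulated, 40 to 52.5 with split controls) and 188 were higher in both (88.4, 0 and 48 to 52.5). Of genes lower with age, 64 were higher in Pdgfrβ-KO (85.1, 0 and 19.5 to 21) and 133 were lower in both (81.3, 0 and 18 to 75).
The lists of lymphocytes, vessels and proliferation were as follows with age. T cell genes were lower in 6 of 22 in limma (6 adjusted over the list alone), but in 3, 3, 2 and 2 without 2-month replicates 1 to 4, and Cd4 fell from 2091 to 1241. B cell genes were higher in 3 of 18 (2 adjusted over the list alone), in 8 without 2-month replicate 2, in 5 without 12-month replicate 2 and in 1 without 2-month replicate 1, 3 or 4 or 12-month replicate 3 or 4. Of 15 genes of NK and innate lymphoid cells, 5 were higher and 1 was lower (7 and 1 adjusted over the list alone), with Klrk1 from 118 to 294. The higher genes were 3 without 12-month replicate 3 or 4, and the lower genes 0 without 2-month replicate 2, 3 or 4 or 12-month replicate 2 or 3. Klrk1 lies within the block on chromosome 6 from 128778485 to 131292338. So does Klra8, whose log2 fold change of 6.03 is the largest of this list, with 0 counts in every 2-month library. A change in NK and innate lymphoid cells was therefore not told apart from a difference at this locus. Blood endothelial genes were lower in 6 of 22 (7 adjusted over the list alone), with Vwf from 7424 to 3655, in 10 without 12-month replicate 2, in 2 without 2-month replicate 4 and in 3 without 2-month replicate 1 or 12-month replicate 1 or 4. Proliferation genes were lower in 8 of 34 (8 adjusted over the list alone), and in 5, 3, 5 and 4 without 2-month replicates 1 to 4.
Of the ribosomal, proteasome and nuclear respiratory genes, a part was higher with age, and the numbers moved when single libraries were left out. Ribosomal protein genes were higher in 28 of 77 and lower in 1 (44 and 1 adjusted over the list alone), with Rpl34 from 3598 to 8973 and Rpl29 from 4254 to 8892. The higher genes were 8, 6 and 5 without 2-month replicates 2, 3 and 4, and 9, 18, 51 and 6 without 12-month replicates 1 to 4. The lower gene passed only with all libraries or without 12-month replicate 1. Nuclear genes of oxidative phosphorylation were higher in 18 of 53 (23 adjusted over the list alone), and in 2, 5 and 6 without 2-month replicates 2, 3 and 4 and 6 and 4 without 12-month replicates 2 and 4. Proteasome genes were higher in 10 of 34 (11 adjusted over the list alone), in 3, 3 and 4 without 2-month replicates 2, 3 and 4 and in 4 without 12-month replicate 4. Immediate early genes were lower in 6 of 25 (6 adjusted over the list alone), with Hspa1a from 21165 to 11211, a call lost when no filter on low values was applied (adjusted p 0.0618 from limma, in a range of 0.000335 to 0.0618 over 19 alternatives), and the median of the list was 0.04 where its mean was -0.10. With 1 library left out, 4 to 6 genes of this list were lower and 0 to 2 higher.
Thermogenic genes of resting SVF changed in few cases with age. Of 22 tested, 3 were lower and 1 was higher in limma (5 and 1 adjusted over the list alone), the lower genes being 1 without 2-month replicate 4 and 5 without 12-month replicate 3, and the higher 2 without 2-month replicate 2. Kcnk3 fell from 343 to 157 and Adrb3 rose from 38 to 82. Ucp1, Cidea, Dio2, Ppargc1a and Plin1 had adjusted p of 0.171, 0.442, 0.375, 0.355 and 0.297 from limma. Prdm16 had 0.0563 and a log2 fold change of -0.44, in a range of 0.0190 to 0.161 over 19 alternatives. It passed in 4 of them, at 0.0190 without 12-month replicate 3, 0.0380 with quantile normalization, 0.0258 with weights per library and 0.0381 with thinned libraries. Gapdh, a common reference gene for qPCR, rose from 10034 to 13876 (adjusted p = 0.00172 from limma). Of the 19 tested genes that the paper names, 2 were higher (4 without 12-month replicate 2) and 2 were lower (6 and 5 adjusted over the list alone).
Few interferon-induced genes rose with age and some fell. Of 54 tested, 6 were lower, 3 were higher and 45 did not pass limma (the same numbers adjusted over the list alone). Without 12-month replicate 3 the lower genes were 19, and the higher genes were 6 without 2-month replicate 1, 0 without 2-month replicate 3 and 1 without 2-month replicate 2 or 12-month replicate 1 or 4. The antiviral gene Mx2 had 795 ± 138 (SD, n = 4) at 2 months and 445 ± 66.3 (SD, n = 4) at 12 months, a log2 fold change of -0.83 (standard error 0.142, adjusted p = 0.00186 from limma). Ifi44 fell from 189.5 to 88, Isg15 from 1282 to 876 and Oasl1 from 413 to 264. Camera gave the list an adjusted p of 0.0656 in the lower direction, which was 0.0151 without 2-month replicate 3, 0.0262 without 2-month replicate 4 and 0.00191 without 12-month replicate 3, in a range of 0.00191 to 0.397 with 1 library left out, and 0.733 with an estimated correlation.
The smaller lists for age were as follows in limma, with counts of 1 to 3 that moved when single libraries were left out. Dendritic cell genes were higher in 3 and lower in 1 of 11 (3 and 2 adjusted over the list alone), the lower gene not passing without 2-month replicate 3 or 4 or 12-month replicate 1. Erythroid genes were higher in 2 of 6 (5 adjusted over the list alone), in 4 without 12-month replicate 3, in 1 without 2-month replicate 4 and in 0 without 2-month replicate 2 or 3 or 12-month replicate 2 or 4. Skin epithelial genes were higher in 2 of 10 (2 adjusted over the list alone) and in 4 without 12-month replicate 3. Germinal centre genes were higher in 2 and lower in 1 of 6 (2 and 1 adjusted over the list alone), the higher being 1 without 2-month replicate 4 or 12-month replicate 3 or 4 and the lower 2 without 2-month replicate 1 and 0 without 2-month replicate 2 or 3. Lymph node stromal genes were lower in 2 and higher in 1 of 6 (2 and 2 adjusted over the list alone), the higher gene not passing without 2-month replicate 1 or 3 or 12-month replicate 3 or 4. Lymphatic endothelial genes were higher in 1 and lower in 1 of 7 (1 and 1 adjusted over the list alone), the lower being 2 without 2-month replicate 2. Neutrophil genes were higher in 1 of 9 (0 adjusted over the list alone, 1 at an unadjusted p under 0.05), a gene not passing without 2-month replicate 3 or 12-month replicate 1, 3 or 4. Glandular epithelial genes passed in 0 of 13 (1 lower at an unadjusted p under 0.05) and skeletal muscle genes in 0 of 18 (1 higher at an unadjusted p under 0.05), and camera and fry called neither list. Without 2-month replicate 4, 1 glandular gene was lower and 1 muscle gene higher, 1 muscle gene was higher without 12-month replicate 3, and 1 was lower without 2-month replicate 2 or 12-month replicate 2. The adjusted p of camera was 0.0224 and 0.0242 for glandular genes without 2-month or 12-month replicate 4 and 0.00761 and 0.0452 for muscle genes without 2-month or 12-month replicate 2. The median and the mean of the lymph node stromal genes differed in sign (0.02 and -0.29), as did those of the early PDGF targets (0.01 and -0.07).
Senescence genes in Pdgfrβ-KO SVF went both ways, with a median log2 fold change of 0.01 and a mean of -0.02. Of 38 tested, 5 were higher and 5 were lower in limma (6 and 5 adjusted over the list alone), the higher genes being 1 without control replicate 1, 2 or 3 or Pdgfrβ-KO replicate 1, and 3 without control replicate 4 or Pdgfrβ-KO replicate 2 or 3. Mmp3 fell from 3516 to 2060.5, Igfbp5 from 19681 to 8141 and Igfbp3 from 2352 to 1096. Cdkn2a rose from 21.5 to 53.5 (adjusted p = 0.036 from limma), in a range of 0.0274 to 0.117 over 18 alternatives. Its adjusted p was 0.0835, 0.0917 and 0.0745 without control replicates 1, 2 and 3 and 0.0904 and 0.0710 without Pdgfrβ-KO replicates 1 and 2. With libraries thinned to the depth of the shallowest it was 0.117, at a log2 fold change of 0.87. Of 55 p53 components, 9 were higher, with Cdk1, which is in the proliferation list too (26 of 34 higher), at the smallest p, and 1 was lower (10 and 3 adjusted over the list alone), the lower being 2 without control replicate 4 or Pdgfrβ-KO replicate 1. The adjusted p of the list was 0.0830 from camera, 0.0494 without Pdgfrβ-KO replicate 4 (0.0494 to 0.156 with 1 library left out), and 0.0293 from fry. Of 25 p53 targets, 3 were lower and 2 were higher (3 and 2 adjusted over the list alone), the higher being 1 without any 1 of the 4 control replicates or Pdgfrβ-KO replicate 1 or 2. In the p38 cascade 0 of 41 genes passed (3 lower at an unadjusted p under 0.05, camera adjusted p 0.720, fry 0.424), and 1 was lower without Pdgfrβ-KO replicate 2. Trp53 and Mapk14 had adjusted p of 0.277 and 0.869 from limma.
Interferon-induced genes in Pdgfrβ-KO went both ways, and of the early PDGF targets more were lower than higher. Of 54 interferon-induced genes, 6 were higher and 7 were lower in limma (11 and 8 adjusted over the list alone), the lower being 2 without control replicate 1 or 3 and 3 without Pdgfrβ-KO replicate 1 or 3. Oas1a rose from 265 to 508 and Cxcl9 fell from 1050.5 to 439. Early PDGF targets were lower in 4 and higher in 1 of 17 (6 and 1 adjusted over the list alone), and camera placed them lower than other genes at an adjusted p of 0.0225, of 0.674 with an estimated correlation and of 0.0622 without control replicate 2 and 0.116 without Pdgfrβ-KO replicate 4, in a range of 0.0110 to 0.116 with 1 library left out. The lower were 0 without control replicate 1 or 2, 1 without control replicate 3 and 2 without Pdgfrβ-KO replicate 1 or 3, and the higher gene did not pass without control replicate 1, 2 or 3 or Pdgfrβ-KO replicate 1, 3 or 4. Immediate early genes were lower in 4 of 25 (5 adjusted over the list alone), in 1 without control replicate 1 and in 2 without control replicate 2 or 3 or Pdgfrβ-KO replicate 1, 3 or 4. Klf4 fell from 20107 to 11714 and Myc from 4423 to 3284 (adjusted p = 0.0205 from limma, 0.0660 and 0.0576 without control replicates 1 and 2, 0.00427 to 0.0660 over 19 alternatives). Arid5b and Csrnp1 had adjusted p of 0.502 and 0.599. Of 7 PDGF ligands and receptors, Pdgfrb alone was lower (1 higher and 1 lower adjusted over the list alone), and 1 was higher without Pdgfrβ-KO replicate 4.
Among structural and fat cells of Pdgfrβ-KO SVF, Retn fell from 186 to 47.8 and was the only 1 of 22 adipocyte genes past the threshold in limma (1 lower adjusted over the list alone), with 2 lower without Pdgfrβ-KO replicate 2. Plin1 had an adjusted p of 0.241, and of 0.0202 without that library, in a range of 0.0202 to 0.488 over 19 alternatives. Mural genes were lower in 1 of 24, Pdgfrb (4 adjusted over the list alone, 12 at an unadjusted p under 0.05). They were lower in 4 without control replicate 4, in 2 without Pdgfrβ-KO replicate 1, in 3 without Pdgfrβ-KO replicate 2 and in 7 in 1 fit of the 12 libraries. Acta2 had an adjusted p of 0.111, which was 0.0488 in 1 fit of the 12 libraries, in a range of 0.0488 to 0.279 over 19 alternatives. Blood endothelial genes were lower in 3 and higher in 1 of 22 (5 and 1 adjusted over the list alone). The lower were 0 without control replicate 2 or 3 or Pdgfrβ-KO replicate 1 or 3 and 1 without Pdgfrβ-KO replicate 2, and the higher gene passed only with all libraries or without Pdgfrβ-KO replicate 3. Thermogenic genes were higher in 1 and lower in 1 of 18 (1 and 1 adjusted over the list alone). The higher gene did not pass without control replicate 1, 2 or 4 or Pdgfrβ-KO replicate 1, 2 or 4, and the lower were 2 without Pdgfrβ-KO replicate 2. Prdm16, Ppargc1a, Dio2 and Gapdh had adjusted p of 0.895, 0.346, 0.719 and 0.473 from limma. Of the 17 tested genes that the paper names, 1 was higher and 1 was lower (3 and 1 adjusted over the list alone), the higher being 0 without control replicate 1, 2 or 3 or Pdgfrβ-KO replicate 1 or 2 and 2 without Pdgfrβ-KO replicate 4, and the lower 2 without Pdgfrβ-KO replicate 2.
Lysosomal genes in Pdgfrβ-KO were higher in 8 and lower in 2 of 36 in limma (14 and 3 adjusted over the list alone), the higher being 3 without control replicate 1 or 3 or Pdgfrβ-KO replicate 1 and 5 without control replicate 2, and the lower 1 without control replicate 2, 3 or 4 or Pdgfrβ-KO replicate 2. Genes of the mitochondrial genome were lower in 3 of 10 (5 lower and 1 higher adjusted over the list alone), in 0 without control replicate 2 or 3 or Pdgfrβ-KO replicate 1 and in 1 without Pdgfrβ-KO replicate 2. Nuclear genes of oxidative phosphorylation were higher in 1 of 53 (0 adjusted over the list alone, 19 at an unadjusted p under 0.05), in 14 without Pdgfrβ-KO replicate 4 and in 0 without any 1 of the other 7 libraries. Ribosomal protein genes were lower in 2 of 77 (1 adjusted over the list alone) and in 1 without control replicate 3 or 4 or any 1 of Pdgfrβ-KO replicates 1 to 3. At an unadjusted p under 0.05, 7 ribosomal protein genes were higher and 6 lower, and the median of the list was 0.17. Camera placed this list higher at an adjusted p of 0.0258, and of 0.856 with an estimated correlation. Proteasome genes passed in 0 of 34 (7 higher at an unadjusted p under 0.05), while camera placed them higher at an adjusted p of 0.00936, of 0.805 with an estimated correlation and 0.0994 without Pdgfrβ-KO replicate 2 (0.000646 to 0.0994 with 1 library left out), and fry gave 0.317. Without Pdgfrβ-KO replicate 4, 5 proteasome genes were higher, as were 1, 2 and 9 ribosomal protein genes without control replicate 1, control replicate 4 and Pdgfrβ-KO replicate 4.
The smaller lists of Pdgfrβ-KO were as follows in limma. Erythroid genes were higher in 4 of 7 (6 adjusted over the list alone), in 2 without control replicate 3 and in 1 without control replicate 1 or 4 or Pdgfrβ-KO replicate 1 or 2. Lymph node stromal genes were higher in 2 of 6 (2 adjusted over the list alone), with Glycam1 from 43.5 to 211, and in 1 without control replicate 2 or 3 or Pdgfrβ-KO replicate 1. Skin epithelial genes were lower in 2 of 7 (4 adjusted over the list alone). Glandular epithelial genes were lower in 2 and higher in 1 of 12 (7 and 1 adjusted over the list alone), the lower being 6 without control replicate 3, 0 without control replicate 1 or 2 and 1 without control replicate 4 or Pdgfrβ-KO replicate 1 or 3. Lymphatic endothelial genes were higher in 1 and lower in 1 of 7 (1 and 3 adjusted over the list alone), the lower gene not passing without control replicate 2, 3 or 4 or Pdgfrβ-KO replicate 1 or 2. NK and innate lymphoid genes were lower in 2 of 15 (3 adjusted over the list alone) and in 1 without control replicate 3 or Pdgfrβ-KO replicate 1. T cell genes were lower in 1 of 23 (1 adjusted over the list alone), in 2 without control replicate 2 and in 0 without control replicate 1 or 4 or Pdgfrβ-KO replicate 1. B cell genes were higher in 1 of 18 (0 adjusted over the list alone, 8 at an unadjusted p under 0.05), in 3 without Pdgfrβ-KO replicate 2, and in 0 without control replicate 1, 2 or 3 or Pdgfrβ-KO replicate 1, 3 or 4. Plasma cell genes were higher in 1 of 14 (2 adjusted over the list alone), and in 2 without control replicate 4 or Pdgfrβ-KO replicate 4. Mast cell and eosinophil genes were higher in 1 and lower in 1 of 11 (3 and 1 adjusted over the list alone), the higher gene passing only with all libraries or without Pdgfrβ-KO replicate 3 and the lower not passing without control replicate 2, 3 or 4 or Pdgfrβ-KO replicate 1 or 3. Schwann cell genes were lower in 1 of 11 (1 adjusted over the list alone), a gene not passing without control replicate 1, 2 or 4 or Pdgfrβ-KO replicate 1 or 2. Dendritic cell genes were lower in 1 of 11 (1 adjusted over the list alone), with a median of 0.02 and a mean of -0.20. Germinal centre genes passed in 0 of 7 (1 higher at an unadjusted p under 0.05), and camera and fry did not call them.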
